# SMARTer single cell total RNA sequencing

**DOI:** 10.1093/nar/gkz535

**Published:** 2019-06-19

**Authors:** Karen Verboom, Celine Everaert, Nathalie Bolduc, Kenneth J Livak, Nurten Yigit, Dries Rombaut, Jasper Anckaert, Simon Lee, Morten T Venø, Jørgen Kjems, Frank Speleman, Pieter Mestdagh, Jo Vandesompele

## Abstract

Single cell RNA sequencing methods have been increasingly used to understand cellular heterogeneity. Nevertheless, most of these methods suffer from one or more limitations, such as focusing only on polyadenylated RNA, sequencing of only the 3′ end of the transcript, an exuberant fraction of reads mapping to ribosomal RNA, and the unstranded nature of the sequencing data. Here, we developed a novel single cell strand-specific total RNA library preparation method addressing all the aforementioned shortcomings. Our method was validated on a microfluidics system using three different cancer cell lines undergoing a chemical or genetic perturbation and on two other cancer cell lines sorted in microplates. We demonstrate that our total RNA-seq method detects an equal or higher number of genes compared to classic polyA[+] RNA-seq, including novel and non-polyadenylated genes. The obtained RNA expression patterns also recapitulate the expected biological signal. Inherent to total RNA-seq, our method is also able to detect circular RNAs. Taken together, SMARTer single cell total RNA sequencing is very well suited for any single cell sequencing experiment in which transcript level information is needed beyond polyadenylated genes.

## INTRODUCTION

To understand the complexity of life, knowledge of cells as fundamental units is key. Recently, technological advances have emerged to enable single cell RNA sequencing (RNA-seq). In 2009, Tang *et al.* published the first single cell RNA-seq protocol in which cells were picked manually and transcripts reverse transcribed using a polydT primer (1). As the throughput was low, new methods using early multiplexing, such as STRT-seq and SCRB-seq, were introduced in which cells were pooled at an early step in the workflow, enabling processing of many cells in parallel (2–4). In contrast to these methods that have inherent 3′ end or 5′ end bias, Smart-seq2 generates read coverage across the whole transcript expanding the spectrum of applications as this method can be used for fusion detection, single nucleotide variants (SNV) analysis and splicing, beyond typical gene expression profiling applications (5,6). To reduce the polymerase chain reaction (PCR) bias generated in the aforementioned methods, CEL-seq and MARS-seq were introduced using linear in vitro transcription (IVT) instead of PCR to obtain enough cDNA for sequencing (7–9). Most recently, droplet and split-pool ligation based methods capturing thousands of single cells were developed, providing new insights in cellular heterogeneity and rare cell types (10–14). The main drawback of these methods is that analyses are typically confined to gene expression of only (3′ ends of) polyadenylated transcripts (Table 1).

**Table 1.** Characteristics of the top ten cited single cell polyA[+] RNA-seq in Web of Science and four available single cell total RNA-seq methods (including our SMARTer method)

	Total RNA-seq	Full length	rRNA < 5%	Stranded	Reference
Drop-seq	−	−	+	−	(45)
Tang *et al.*	−	+	+	−	(1)
InDrop	−	−	+	−	(46)
MARS-seq	−	−	+	−	(9)
Smart-seq2	−	+	+	−	(6,40)
CEL-seq	−	−	+	+	(7)
STRT-seq	−	−	+	+	(3)
Quartz-seq	−	+	+	−	(47)
CEL-seq2	−	−	+	+	(8)
cytoSeq	−	−	+	−	(48)
SuPeR-seq	+	+	+	−	(19)
RamDA-seq	+	+	−	−	(20)
MATQ-seq	+	+	NA	−	(21)
SMARTer	+	+	+	+	

More complex analyses with respect to alternative splicing, allele specific expression, mutation analysis, assembly of (novel) transcripts, circular RNA (circRNA) quantification and post-transcriptional regulation, require full-length and full-transcriptome methods. Moreover, sequencing a large number of cells is often compromising sequencing depth, resulting in low coverage per cell and detection of only the most abundant transcripts (15). In contrast to these droplet-based methods, microfluidic chip and flowcytometry based platforms typically capture fewer cells, but are able to sequence entire transcripts and detect a substantially higher number of genes per cell, providing a more complete view of the complexity and richness of single cells’ transcriptomes (6,8). Of note, most single cell RNA-seq studies assess only 3′ end polyadenylated (polyA[+]) transcripts, ignoring non-polyadenylated (polyA[–]) transcripts (Table 1) (6,12,14). Since a substantial part of the human transcriptome is non-polyadenylated, various RNA types, including circRNAs, enhancer RNAs, histone RNAs, and a sizable fraction of long non-coding RNAs (lncRNAs), are not quantified using these classic methods (16–18). In order to study polyA[–] transcripts at the single cell level, total RNA-seq workflows were developed (19–21). While in principle both polyA[+] and polyA[–] transcripts are converted into a sequencing-ready library using random primer mediated reverse transcription, these methods suffer from one or more of the following limitations: the strand-orientation information is lost and a high percentage of reads map to ribosomal RNA (rRNA) (Table 1). Therefore, new methods circumventing these limitations are warranted. A rRNA depletion step is essential as up to 95% of the total RNA content in a mammalian cell consists of rRNA. Moreover, to discriminate sense and antisense overlapping transcripts, stranded sequencing is crucial; at least 38% of the annotated transcripts in cancer cells have antisense expression (22). Here, we developed a novel easy to use and efficient single cell total RNA-seq workflow based on the SMARTer Stranded Total RNA-Seq Kit - Pico Input Mammalian combining for the first time strandeness and effective removal of ribosomal cDNA (Table 1). We ported the method to Fluidigm's C1 single cell microfluidics instrument, and demonstrated that the method works equally well on FACS sorted cells in microplates. In total, 458 cells from five different human cancer cell lines in four experiments were sequenced with a total sequencing depth of 1528 million reads. Using our novel method, we consistently observe <3% of ribosomal reads and we detect >5360 genes by at least four reads, including novel genes, polyA[–] genes and circRNAs.

## MATERIALS AND METHODS

### Cell lines

The neuroblastoma cell line NGP, used for the C1 experiments, is a kind gift of Prof. R. Versteeg (Amsterdam, the Netherlands). Cells were maintained in RPMI-1640 medium (Life Technologies, 52400-025) supplemented with 10% fetal bovine serum (PAN Biotech, P30-3306), 1% of l-glutamine (Life Technologies, 15140-148) and 1% penicillin/streptomycin (Life Technologies, 15160-047) (referred to as complete medium) at 37°C in a 5% CO_2_ atmosphere. Short tandem repeat genotyping was used to validate cell line authenticity prior to performing the described experiments and mycoplasma testing was done on a monthly basis. The A375 (ATCC CRL-1619) and Jurkat (clone E6.-1; ATCC TIB-152) cells, used for the FACS experiments, were grown in Dulbecco's modified Eagle's medium (DMEM; Millipore-Sigma, D5796) supplemented with 10% Tet system approved fetal bovine serum (FBS) (Takara, 631106) and RPMI-1640 medium (RPMI; Millipore-Sigma, R0883) supplemented with 10% Tet system approved FBS, respectively. Cell lines were sub-cultured every two days or when they reached >80% confluence (A375) or >1 × 10^6^ cells/ml (Jurkat).

### Cell cycle synchronization and nutlin-3 treatment of NGP cells

NGP cells were synchronized using serum starvation prior to nutlin-3 treatment. First, cells were seeded at low density for 48 h in complete medium. Then, cells were refreshed with serum-free medium for 24 h. Finally, the cells were treated with either 8 μM of nutlin-3 (Cayman Chemicals, 10004372, dissolved in ethanol) or vehicle. Cells were trypsinized (Gibco, 25300054) 24 h post treatment and harvested for single cell analysis, bulk RNA isolation and cell cycle analysis.

### Cell cycle analysis

Four million cells were washed with PBS (Gibco, 14190094) and the pellet was resuspended in 300 μl PBS. Next, 700 μl of 70% ice-cold ethanol was added dropwise while vortexing to fix the cells. Cells were stored at −20°C for at least 1 h. After incubation, cells were washed with PBS and the pellet was resuspended in 1 ml PBS containing RNAse A (Qiagen, 19101) at a final concentration of 0.2 mg/ml. After 1 h incubation at 37°C, propidium iodide (BD biosciences, 556463) was added to a final concentration of 40 μg/ml. Samples were loaded on a S3 cell sorter (Bio-Rad) and analyzed using the FlowJo v.10 software.

### RNA isolation and cDNA synthesis

Total RNA was isolated using the miRNeasy mini kit (Qiagen, 217084) with DNA digestion on-column according to the manufacturer's instructions. RNA concentration was measured using spectrophotometry (Nanodrop 1000, Thermo Fisher Scientific). cDNA was synthesized using the iScript Advanced cDNA synthesis kit (Bio-Rad, 1708897) using 500 ng RNA as input in a 20 μl reaction. cDNA was diluted to 2.5 ng/μl with nuclease-free water prior to RT-qPCR measurements.

### Reverse transcription quantitative PCR

PCR mixes containing 2.5 μl 2× SsoAdvansed SYBR qPCR supermix (Bio-Rad, 04887352001), 0.25 μl each forward and reverse primer (5 μM, IDT), and 2 μl diluted cDNA (5 ng total RNA equivalents) were analyzed on the LightCycler480 instrument (Roche) using two replicates. Expression levels were normalized using expression data of four stable reference genes (*SDHA, YWHAZ, TBP, HPRT1*). RT-qPCR data was analyzed using the qbase+ software v3.0 (Biogazelle). Primer sequences are available in Supplementary Table S1.

### FACS sorting of A375 and Jurkat cells in microplates

Before sorting, cells were washed twice in 1× PBS buffer (DPBS without calcium chloride and magnesium chloride; Sigma Aldrich, D8537) and labelled with 7-AAD (BD Pharmingen, 51-68981E) for live/dead differentiation and FITC-conjugated antibody [anti-CD47 (BD Pharmingen, 556045) for A375 and anti-CD81 (BD Pharmingen, 551108) for Jurkat]. After washing off the unbound antibodies in 1× PBS, cells were resuspended in BD FACS Pre-Sort Buffer (BD, 563503). Single cell sorting in 8-tube PCR strips was done using a BD FACSJazz Cell Sorter. A375 cells were sorted in 7 μl 1× PBS buffer and Jurkat cells in 8 μl lysis solution [100 μl 10× Lysis buffer (Takara, 635013), 5 μl RNase Inhibitor (Takara, 635013) and 700 μl water]. Following sorting, tubes were sealed and subjected to a quick spin and immediately frozen on dry ice and finally stored at −80°C until use. All sorting experiments included negative controls (no cell in a well).

### Single cell total RNA library preparation of nutlin-3 treated NGP cells

Cells were washed with PBS and pellets of vehicle treated cells were resuspended and incubated in 1 ml pre-warmed (37°C) cell tracker (CellTracker Green BODIPY Dye, Thermo fisher Scientific, C2102) for 20 min at room temperature. After incubation, cells were washed in PBS and resuspended in 1 ml wash buffer (Fluidigm, 100-6201). An equal number of stained (vehicle treated) and non-stained (nutlin-3 treated) cells were mixed and diluted to 300 000 cells/ml. Suspension buffer (Fluidigm) was added to the cells in a 3:2 ratio and 6 μl of this mix of was loaded on a primed C1 Single-Cell Open App IFC (Fluidigm, 100-8134) designed for medium-sized cells (10–17 μm). Cells were captured using the ‘SMARTer single cell total RNA-seq’ script deposited in Script Hub (Fluidigm). Upon capture, cells were visualized using the Axio Observer Z1 (Zeiss) and a median multiplet rate of 34.54% was observed over all experiments. These cells were excluded from further analyses. Sequencing libraries were generated using the C1 running the ‘SMARTer single cell total RNA-seq’ script deposited on Script Hub. In short, the SMARTer Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (Pico v2, total RNA, Takara, 634413) was used to synthesize cDNA with following modifications. Cells were fragmented and lysed by loading 7 μl of 10× reaction mix [2.3 μl SMART Pico Oligo Mix v2, 6 μl 5× first-strand buffer, 1 μl 20× C1 loading reagent (Fluidigm), 3 μl lysis mix (19 μl 10× lysis buffer, 1 μl RNAse inhibitor (40 U/μl)), 1 μl 1/1000 diluted ERCC spikes (Ambion, 4456740), 6.7 μl water] and incubating the cells at 85°C for 6 minutes (to lyse cells and fragment RNA) followed by 2 min at 10°C. Next, 8 μl first strand master mix [1 μl C1 loading reagent, 4 μl 5× first-strand buffer, 0.9 μl RNAse inhibitor (40 U/μl), 3.5 μl SMARTScribe reverse transcriptase (100 U/μl), 7.9 μl SMART TSO Mix v2 (from Takara kit, 634413), 2.7 μl water] was loaded and incubated at 42°C for 90 min followed by 70°C for 10 min. Finally, a PCR master mix for each well was made [1 μl 20× loading reagent, 2 μl 2.4 μM forward primer (Takara, 634413), 2 μl 2.4 μM reverse primer, 13.1 μl 1.5× PCR mix (1050 μl 2× SeqAmp CB buffer, 42 μl SeqAmp DNA polymerase, 308 μl water)] and 5 μl of each of these mixes was loaded in the harvest wells of the IFC. The samples were incubated for 1 min at 94°C followed by 11 PCR cycles (30 s at 98°C, 15 s at 55°C, 30 s at 68°C) and 2 min at 68°C. Following this initial cDNA amplification, 12 wells were pooled per tube using 8 μl of cDNA per cell. Next steps of the library prep were performed according to manufacturer's instructions with minor modifications. 13 PCR cycles were used for PCR2 and a 1:1 ratio was used for beads cleanup after PCR2. Next, the samples were resuspended in 22 μl 5 mM tris buffer (from kit) and 20 μl was used to perform a second beads cleanup using a 0.9:1 ratio. Finally, the samples were resuspended in 12 μl tris buffer and the quality was determined on the Fragment Analyzer (Advanced Analytical). Of note, the protocol can also be executed using the single cell specific version of the kit, released by Takara (SMART-Seq Stranded Kit, 634442) after we had completed our C1 experiments.

### Single cell polyA[+] RNA library preparation of nutlin-3 treated NGP cells

Vehicle treated cells were stained with cell tracker as described above. An equal number of stained (vehicle treated) and non-stained (nutlin-3 treated) cells were mixed and diluted to 300 000 cells/ml. Suspension buffer was added to the cells in a 3:2 ratio and 6 μl of this mix of was loaded on a primed C1 Single-Cell Auto Prep Array for mRNA Seq (Fluidigm, 100-6041) designed for medium-sized cells (10–17 μm). Single cell polyA[+] RNA sequencing on the C1 was performed using the SMART-Seq v4 Ultra Low Input RNA Kit for the Fluidigm C1 System (SMART-Seq v4, polyA[+] RNA, Takara, 635026) according to manufacturer's instructions. One microliter of the ERCC spike-in mix was diluted in 999 μl loading buffer to get a 1/1000 dilution of the ERCC spikes. One microliter of this dilution was added to the 20 μl lysis mix. The quality of the cDNA was checked for 11 random single cells on the Fragment Analyzer. The concentration of the cells was measured using the quantifluor dsDNA kit (Promega, E2670) and glomax (Promega) according to manufacturer's instructions. The samples were 1/5 diluted in C1 harvest reagent (Fluidigm). Next, library prep was performed using the Nextera XT library prep kit (Illumina, FC-131-1096) according to manufacturer's instructions, followed by quality control on the Fragment Analyzer.

### Single cell total RNA library preparation of FACS sorted A375 and Jurkat cells

Cells were processed using the SMARTer Stranded Total RNA-Seq Kit v2 – Pico Input Mammalian (Takara, 634413) or the SMART-Seq Stranded Kit (Takara, 634444) reagents according to the manufacturer's instructions with some modifications that were also implemented in the C1 protocol. For the SMART-Seq Stranded Kit, the Ultra Low Input workflow described in the user manual was followed by pooling of eight samples according to Appendix A of the user manual. For the SMARTer Stranded Total RNA-Seq Kit v2 – Pico Input Mammalian, the cells were also processed as described for the SMART-Seq Stranded Kit, but using the reagents specific to the SMARTer Stranded Total RNA-Seq Kit v2 – Pico Input Mammalian, which were also used for the C1 protocol. For both kits, cells sorted in a lysis solution instead of 1× PBS were processed without addition of lysis buffer. Identital to the C1 protocol, the initial RNA shearing step was performed at 85°C for 6 min and 10 and 13 PCR cycles were carried out for PCR1 and PCR2, respectively.

### Library sequencing

All libraries were quantified using the KAPA library quantification kit (Roche) and libraries were diluted to 4 nM. For NGP, the polyA[+] RNA library and total RNA library were pooled in a 1/4 ratio and 1.5 pM of the pooled library was single-end sequenced on a NextSeq 500 (Illumina) with a read length of 75 bp and a total sequencing read depth of 274 million reads, combining single cell polyA[+] and total RNA libraries to prevent inter-run bias. A median sequencing read depth of 0.81 and 3.67 million reads per cell was reached for the single cell polyA[+] and total RNA libraries, respectively. In addition, 1.3 pM of the total RNA library was also sequenced in 2 × 75 paired-end sequencing run mode on the NextSeq 500, yielding 327 million reads and a median sequencing read depth of and 4.04 million per cell. The fastq data is deposited in GEO (GSE119984). A375 and Jurkat total RNA libraries were pooled and 1.2 pM of the pooled library was sequenced in 2 × 75 paired-end run mode on the NextSeq 500, yielding 41 million reads. 

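The deposited Kallisto tables of the 78 A375 and Jurkat wells held 65408977 estimated counts in all. Between 909 and 2567265 estimated counts were assigned per well, with a median of 813697 over the 78 wells.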

FASTQ data is deposited in GEO (GSE130578).

### Sequencing data quality control

While single-end sequencing libraries do not require pre-trimming, the paired-end libraries were trimmed using cutadapt (v.1.16) (23) to remove three nucleotides of the 5′ end of read 2. To assess the quality of the data, the reads were mapped using STAR (v.2.5.3) (24) on the hg38 genome including the full ribosomal DNA (45S, 5.8S and 5S) and mitochondrial DNA sequences. The parameters of STAR were set to retain only primary mapping reads, meaning that for multi-mapping reads only the best scoring location is retained. Using SAMtools (v1.6) (25), reads mapping to the different nuclear chromosomes, mitochondrial DNA and rRNA were extracted and annotated as exonic, intronic or intergenic. In contrast to the unstranded nature of polyA[+] Smart-seq v4 data, the total RNA SMARTer-seq data is stranded and processed accordingly (unless explicitely mentioned). Gene body coverage was calculated using the full Ensembl (v91) (26) transcriptome. The coverage per percentile was calculated, followed by a loess regression fit.

### Quantification of Ensembl and LNCipedia genes

Genes were quantified by Kallisto (v.0.43.1) (27) using both Ensembl (v.91) (26) extended with the ERCC spike sequences and LNCipedia (v.5.0) (28). The strandedness of the total RNA-seq reads was considered by running the –rf-stranded mode and omitted for unstranded analysis of the data. Subsampling 1 million reads (polyA[+] RNA libraries) or 1, 4 or 8 million reads (total RNA libraries) was performed by seqTK (v.1.2) followed by Kallisto quantification. Further processing was done with R (v.3.5.1) making use of tidyverse (v.1.2.1). To measure the biological signal we first performed differential expression analysis between the treatment groups using DESeq2 (v.1.20.0) (29) in combination with Zinger (v.0.1.0) (30). To identify enriched gene sets a fsgea (v.1.6.0) analysis was performed, calculating enrichment for the hallmark gene sets retrieved from MSigDB (v.6.2).

### Circular RNA detection

CircRNAs were detected using the deeper sequenced paired-end sequencing data. Trim_galore (v.0.4.1) was used to trim adaptor sequences, perform quality filtering and remove three nucleotides from the 5′ end of read 2. Subsequently, reads from all samples were combined, adding originating sample names to read names for later splitting of data. The combined data was used for circRNA detection using find_circ (v.1) (31) using the reads2sample (find_circ.py -r) option to allow circRNA detection on the combined dataset while dividing out the contribution from each sample in the output. Only circRNAs with unique mapping on both anchors were accepted. Human genome hg19 was used for circRNA analysis. CircRNAs were annotated with host gene names from RefSeq (release 75) and circBase IDs from circbase.org. The Database for Annotation, Visualisation and Integrated Discovery (DAVID, v.6.8) (32,33) was used for Gene Ontology (GO) analysis for the circRNA host genes using biological processes (BP) and molecular function (MF). *P*-value <0.05 was used for statistical significance.

### Single cell transcriptome assembly

A transcriptome per cell was created by combining STAR (v.2.5.3) and Stringtie (v.1.3.0) (34), using the deeper sequenced paired-end sequencing data. The parameters of Stringtie were set to require a coverage of 1. These single cell transcriptomes were merged with the Ensembl (v.91) transcriptome as a reference. From the merged multi-cell transcriptome, only multi-exonic genes with a minimum length of 200 nt were retained. To define the set of novel genes, genes annotated in Ensembl (26) or LNCipedia (v.5.0) (28) were filtered out. All genes in this novel multi-cell transcriptome were quantified using Kallisto on single-end subsampled data (1, 4 or 8 million reads per cell). Genes with an estimated count higher than 1 were retained.

## RESULTS

### Principle of SMARTer single cell total RNA sequencing

We developed a single cell total RNA-seq protocol for unbiased, full transcript and strand-specific analysis of both polyadenylated and non-polyadenylated transcripts from mammalian cells. The method uses reagents from the SMARTer Stranded Total RNA-Seq Kit v2 – Pico Input Mammalian (Pico v2, total RNA), a kit that is meant for low input bulk total RNA-seq, whereby we optimized reaction volumes, number of PCR cycles, and duration and temperature of the RNA fragmentation. The library preparation method employs random primers and a template switching mechanism to capture full transcript fragments of both polyadenylated (polyA[+]) and non-polyadenylated (polyA[–]) transcripts. Unwanted ribosomal cDNA is removed using probes, complementary to mammalian rRNA. After successfully porting the bulk library prep protocol to Fluidigm's C1 single cell instrument, we assessed the performance of the single cell total RNA-seq protocol through three distinct experiments in which nutlin-3, JQ1 or doxycycline was used to treat NGP, SK-N-BE-2C and SHSY5Y-MYCN-TR neuroblastoma cell lines, respectively (with vehicle treated cells as control) (Figure 1). In addition, we performed matched single cell polyA[+] RNA-seq as a reference using cells from the same pool. While all experiments were successful, we focus our analyses and performance assessment on the NGP data. In this experiment, the treated and control cells were processed in the same microfluidic chip (preventing possible chip bias), the highest number of cells were captured, and the highest sequencing depth was reached.

**Figure 1.**
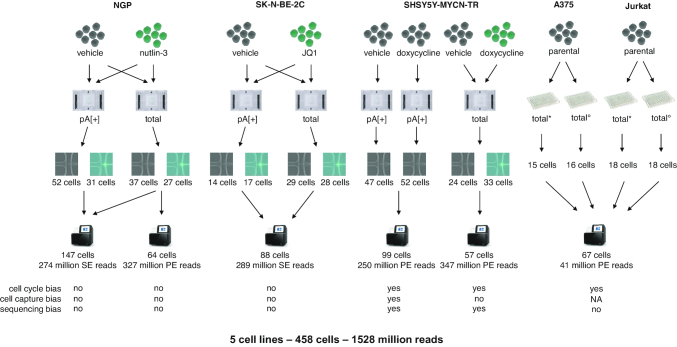
Overview of experimental set-up. Single cell total RNA libraries of the FACS sorted cells were generated using two different reagent kits (#634413, denoted with * and #634444, denoted with °).

### SMARTer single cell total RNA sequencing yields high-quality data

In single cell sequencing experiments, it is important to prevent or limit potential biases that mask true biological differences. In particular, the cell cycle state is a known confounder (35). Therefore, we synchronized the cells through serum starvation for 24 hours. Upon synchronization, 80.3% of the NGP cells showed an arrest at the G0/G1 stage compared to only 53.3% for non-synchronized NGP cells (Supplementary Figure S1A and B). Subsequently, the synchronized NGP cells were treated for 24 h with vehicle or nutlin-3, the latter known to release TP53 from its negative regulator MDM2. As expected, nutlin-3 treatment resulted in cell cycle arrest (Supplementary Figure S1C and D). To prevent possible C1 batch effects (36), vehicle treated NGP cells were stained and loaded together with the non-stained nutlin-3 treated cells on the same C1 chip. Based on the fluorescent label and the transparency of the C1 system, vehicle and nutlin-3 treated cells were discriminated by fluorescence microscopy. By loading two C1 chips, one for polyA[+] RNA and one for total RNA library preparation, we captured 31 and 27 nutlin-3 treated versus 52 and 37 vehicle treated single cells, respectively. High-quality cDNA libraries of polyA[+] and total RNA were generated using the SMART-Seq v4 Ultra Low Input RNA Kit for the Fluidigm C1 System (SMART-Seq v4, polyA[+]) and our novel SMARTer single cell total RNA-seq protocol, respectively (Supplementary Figure S1E and F). ERCC spike-in molecules were added for external quality control in the lysis mix (Supplementary Figure S2). For the recovered spikes (with a concentration in the original mix of at least 10 amol/μl), linear models were calculated (Supplementary Figure S3), retrieving similar *R*^2^ values for the polyA[+] RNA and total RNA library preparation protocol (Supplementary Figure S4). The transcripts detected in the polyA[+] libraries were somewhat shorter compared to the total RNA libraries (Supplementary Figure S5). In addition, the total RNA-seq libraries show a more uniform transcript coverage (Supplementary Figure S6).

As expected, a higher fraction of reads mapped to nuclear rRNA in the total RNA-seq libraries compared to the polyA[+] RNA libraries (average of 2.739% [2.488, 2.990; 95% confidence interval (CI)] versus 0.031% [0.026, 0.035; 95% CI], respectively). Nevertheless, the fraction of nuclear rRNA is very low in the total RNA libraries considering the use of random priming data (Figure 2A), and substantially lower compared to the RAMDA-seq method (9.667% rRNA [9.615, 9.719; 95% CI], Supplementary Figure S7). Furthermore, the single cell total RNA libraries contain more intronic (27.99% [25.06, 30.91; 95% CI] versus 11.87% [10.14, 13.60; 95% CI]) and intergenic (5.38% [5.00, 5.76; 95% CI] versus 2.90% [2.54, 3.26; 95% CI]) reads originating from nuclear chromosomes compared to polyA[+] RNA libraries (Figure 2B). Non-polyadenylated histone genes are highly abundant in the total RNA libraries, while low or absent in the polyA[+] libraries, confirming the validity of our single cell total RNA-seq workflow (Supplementary Figure S8). Equal results were obtained for the SK-N-BE-2C, and SHSY5Y-MYCN-TR cell lines (Supplementary Figure S9).

**Figure 2.**
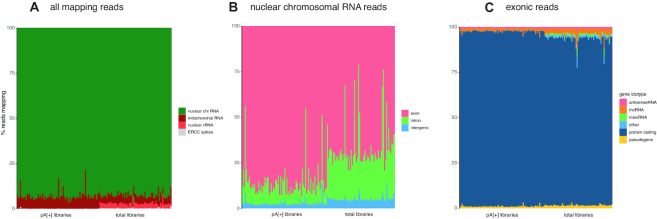
Read distribution differs between polyA[+] and total RNA libraries. (**A**) Percentage of reads derived from nuclear RNA, mitochondrial RNA and ribosomal RNA per cell quantified with STAR. (**B**) Percentage of the reads originating from nuclear chromosomes derived from exonic, intronic and intergenic regions per cell quantified with STAR. (**C**) Percentage of exonic reads attributed to the different biotypes per cell quantified with Kallisto.

### SMARTer single cell total RNA sequencing reveals a unique set of genes

More reads map to long intergenic RNAs (lincRNAs) using the single cell total RNA-seq protocol (2.64% [2.523, 2.756; 95% CI]) compared to polyA[+] RNA sequencing (1.67% [1.489, 1.849; 95% CI]). In addition, the single cell total RNA-seq protocol detects an equal or higher number of genes (subsampled to 1 million reads/cell and detected by >10 reads) covering the different biotypes, including lincRNAs (144 [139, 148; 95% CI]), protein coding (5124 [4874, 5372; 95% CI]) genes, and pseudogenes (132 [127, 137; 95% CI]) (Figures 2C and 3). Of note, antisense genes are the only biotype for which the total RNA protocol detects fewer genes (62 [59–64; 95% CI]), likely because of the unstranded nature of the polyA[+] RNA libraries, which results in erroneous quantification of sense/antisense overlapping genes (Supplementary Figure S10). Considering both polyA[+] RNA-seq and total RNA-seq data, 3978 different antisense-sense relationships with an overlap of >200 nucleotides were detected with expression of the sense or antisense gene in at least one cell. These loci are prone to erroneous quantification. Quantification of the stranded SMARTer data in an unstranded way shows that 42.1% (median of 180 of the 428 detected antisense genes per cell) of the detected antisense genes (in six random cells) are receiving counts, while they have zero counts when properly treated as stranded data; further, 10.1% of the antisense genes detected in both analyses display fold change differences larger than 2 (Supplementry Figure S11). Most of these genes with fold change differences (87.0%) are more abundant in the unstranded analysis compared to the stranded analysis, explained by the fact that these antisense genes are consuming counts from the sense gene.

**Figure 3.**
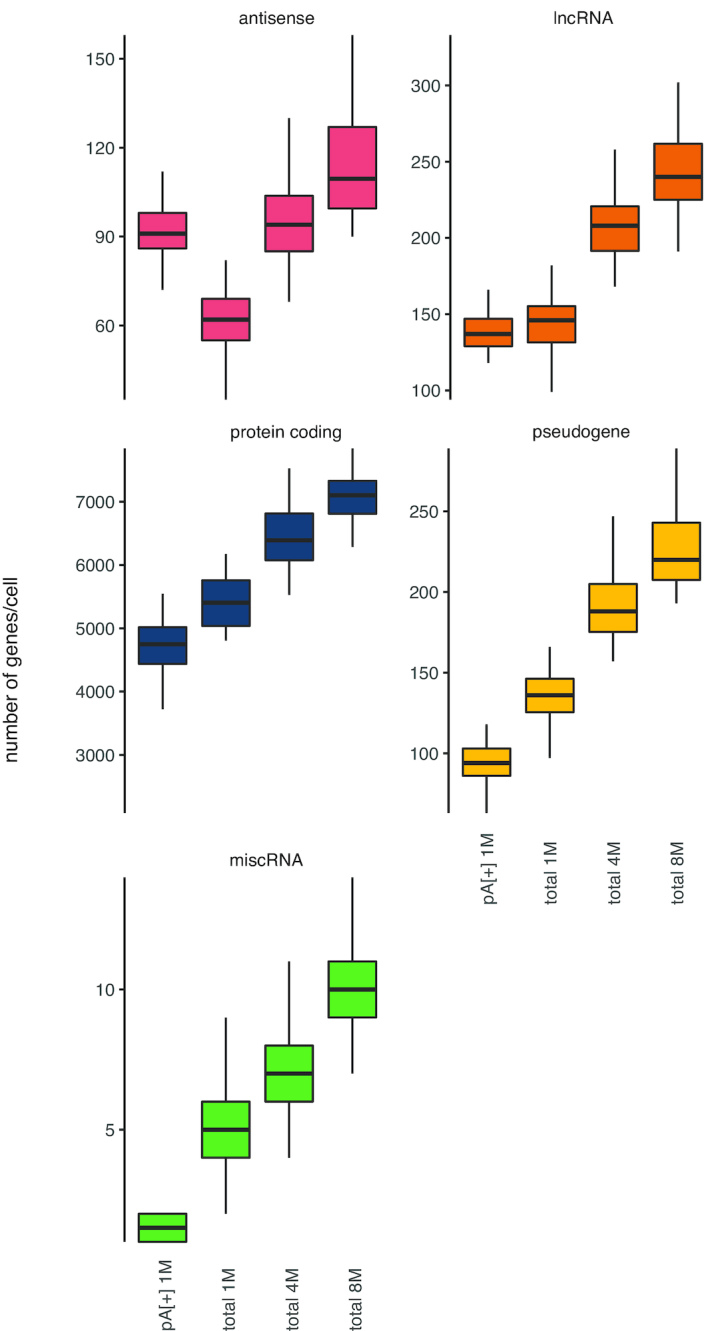
Total RNA libraries comprise more genes per RNA biotype. All genes in Ensembl v.91 were quantified on subsampled data (1, 4 or 8 million reads per cell). Only genes with at least 10 reads were included.

LincRNAs, antisense genes and pseudogenes are clearly expressed in fewer cells compared to protein coding genes. We hypothesize that low abundant genes might be missed because of sampling bias during the sequencing workflow or that lincRNAs, often low abundant in nature, are expressed under specific conditions or stimuli (Figure 4) (37). As expected, increasing the number of reads (up to 4 or 8 million) in the total RNA library protocol results in the detection of a higher number of genes. We observed no saturation when generating 8 million reads per cell, suggesting that deeper sequencing could yield even more detected genes (Figure 3). The overlap between protein coding genes detected in the polyA[+] and total RNA libraries (subsampled for 1 million reads/cell and mean expression of at least 1 read over all cells) (Figure 5A) is high. Genes detected in only one of the library types are generally lower abundant compared to genes detected with both methods (Figure 5B). In contrast to protein coding genes, the overlap for lincRNAs between the methods is much smaller (Figure 5C). Importantly, a significant fraction of the total RNA-seq specific lncRNAs display a high expression, thus possibly representing functionally important RNAs (Figure 5D). LincRNA *RMRP* is one of the most abundant lincRNAs that is solely detected by our novel single cell total RNA-seq workflow. This gene is known to be 3′ non-adenylated and is the first known RNA encoded by a single-copy nuclear gene imported into mitochondria (38,39). As only a subset of the lincRNAs and antisense genes are currently annotated in Ensembl, we also quantified our libraries with the LNCipedia transcriptome (the most comprehensive human resource of both antisense and lincRNA genes, further referred to as lncRNAs). While the number of detected lncRNAs is slightly lower in the total RNA-seq libraries if an equal number of reads (1 million) is used, each library type contains a certain proportion of unique lncRNAs (Supplementary Figure S12). LNCipedia is likely biased towards medium-to-high abundant polyadenylated lncRNAs.

**Figure 4.**
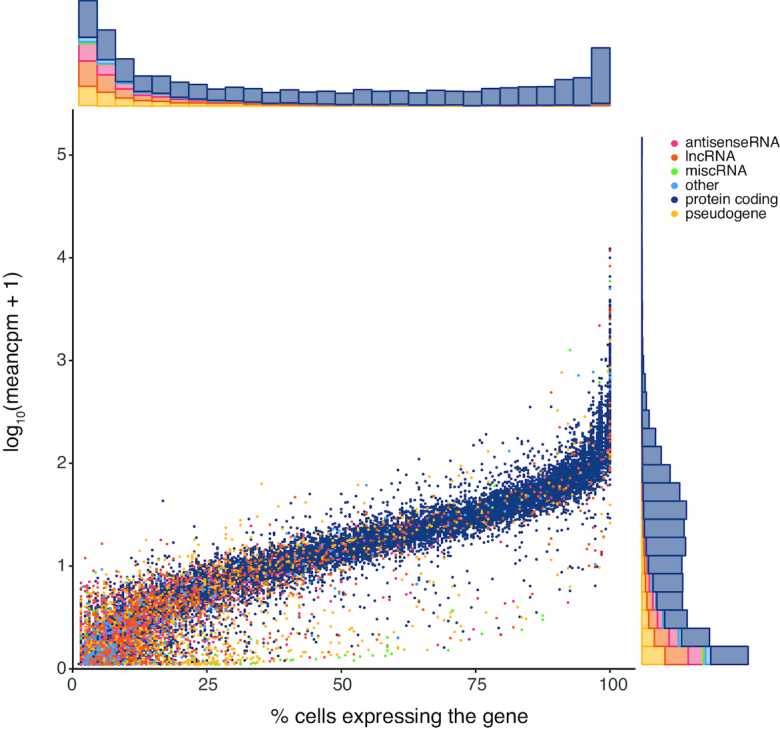
Gene biotype and abundance are correlated to fraction of expressed cells. In general, the fraction of cells in which a gene is expressed is related to the mean expression level of that gene; exceptionally, some low abundant genes are present in a large fraction of cells. RNA biotypes that are known to be more cell-type specifically expressed, such as lincRNAs, are expressed in fewer cells.

**Figure 5.**
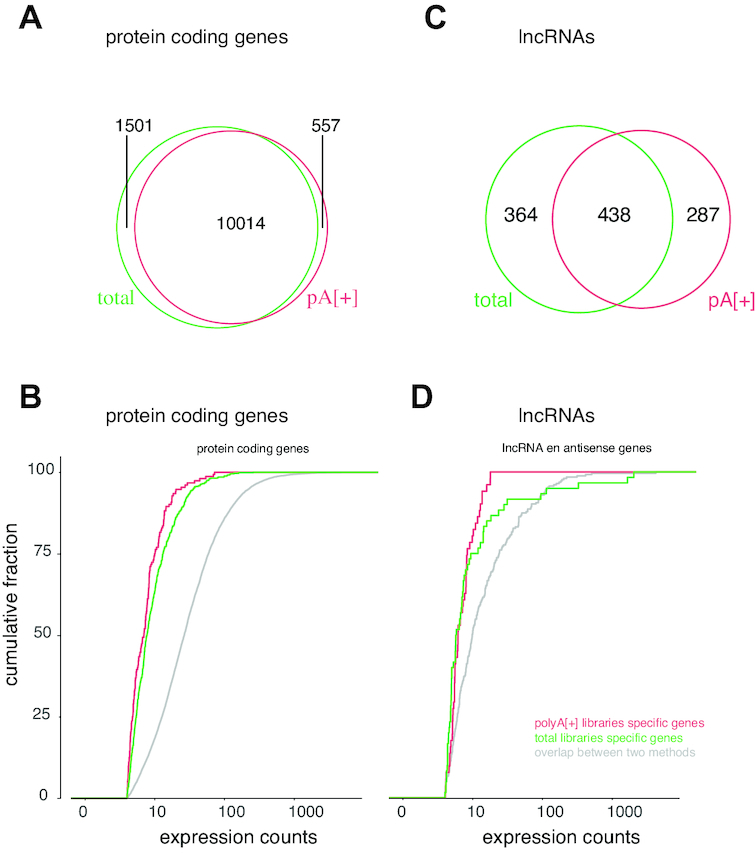
While most protein coding genes are commonly detected, lincRNAs appear more method specific. (**A**) Overlap between protein coding genes detected in polyA[+] (1 million reads) and total RNA (1 million reads) libraries. (**B**) Expression counts for protein coding genes detected in only polyA[+] libraries (red), only total RNA libraries (green) or both (gray). (**C**) Overlap between lncRNAs detected in polyA[+] (1 million reads) and total RNA (1 million reads) libraries. (**D**) Expression counts for lncRNAs detected in only polyA[+] libraries (red), only total RNA libraries (green) or both (gray).

### SMARTer single cell total RNA sequencing detects circular RNAs and novel genes

In addition to linear RNA biotypes, we tested whether the single cell total RNA-seq protocol is able to quantify circRNAs as this class of non-coding RNAs lacks a polyA-tail and in principle can only be detected using unbiased total RNA-seq. With a requirement of at least two unique back-spliced junction reads, 537 circRNAs were identified derived from 460 host genes (Supplementary Table S2). The majority of the circRNAs were found in fewer than 3 out of 64 cells, with only 14 circRNAs detected in at least four cells. Gene Ontology analysis for molecular functions and biological processes was performed on the circRNA host genes from both treated and untreated cells. A significant enrichment of TP53 binding, TP53 pathway, cell cycle, and chromosome organization suggests that the identified circRNAs may play a role in these biological functions.

In the single cell total RNA libraries, the fraction of intergenic reads (relative to existing Ensembl and LNCipedia annotation) is high, suggesting that these reads originate from novel unannotated transcripts. To validate this hypothesis, we generated genome and transcriptome guided transcriptome assembly of the paired-end single cell total RNA-seq data resulting in 5360 novel, multi-exonic genes. The novel transcripts have a median length of 317 nucleotides (Figure 6A) and consist on average of more than three exons (Figure 6B). Quantification of this novel transcriptome using the single-end data subsampled at 1 million reads per cell resulted in a median number of 59 novel genes per cell [55–63; 95% CI] (Figure 6C). Of note, most novel genes are expressed in only one cell (Figure 6D).

**Figure 6.**
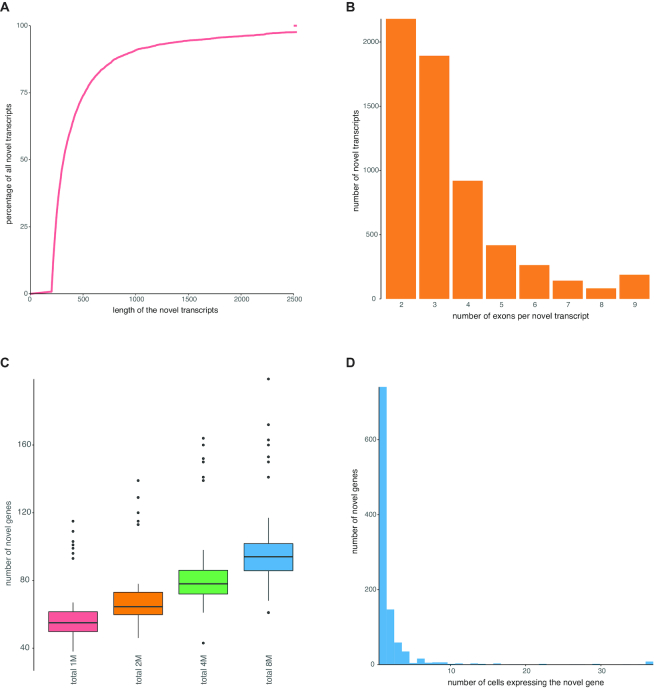
Total RNA libraries enable assembly of single cell transcriptomes. (**A**) Transcripts were filtered at a length of 200 nt. The remaining transcripts have a mean length of 537 nt. (**B**) Transcripts were required to have at least two exons. The remaining transcripts are on average 3.4 exons long. (**C**) All novel genes were quantified on subsampled data (1, 4 or 8 million single-end reads per cell). Genes with at least one count were retained. (**D**) While some novel genes are expressed in all cells, most novel genes are detected in only one cell.

### SMARTer single cell total RNA profiles reflect the biological signal

To assess whether the single cell total RNA-seq protocol is also able to reveal known biological signal, we performed differential expression analysis using DESeq2 combined with the Zinger method coping with zero inflated data. Based on the ranking obtained by the DESeq2 test statistic, gene set enrichment analysis using the hallmark gene sets was performed. Firstly, the same gene sets are significantly enriched in both library preparation protocols (Figure 7A); secondly, TP53 target genes are—as expected—the most significantly enriched gene set (Figure 7B), confirming that the biological signal is recapitulated through single cell total RNA-seq analyses.

**Figure 7.**
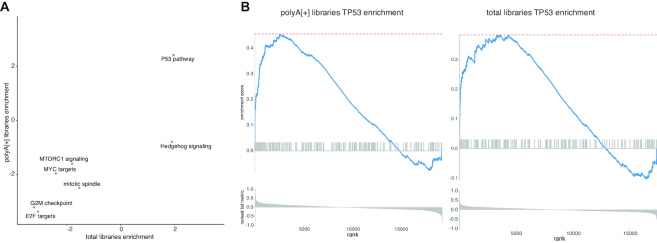
Pathway analysis for polyA[+] RNA and total RNA libraries is similar. (**A**) Gene set enrichment analysis for all hallmark pathways resulted in the same significant (*P*_adj_ < 0.05) pathway predictions. (**B**) The TP53 pathway is, as expected, enriched in both library prep methods.

### SMARTer single cell total RNA sequencing of FACS sorted cells in microplates

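Single cells of A375, a human melanoma cell line, and Jurkat, a human T cell leukemia cell line, were sorted by FACS into microplates, A375 cells in PBS and Jurkat cells in lysis solution. Total RNA libraries were made with the SMARTer Stranded v2 Pico Input kit (#634413) or with the SMART-Seq Stranded Kit (#634444). The deposited data cover 21 A375 wells and 18 Jurkat wells for each of these reagent kits. For each well, the authors deposited the estimated counts and the TPM values that Kallisto assigned to 200471 targets. Of these targets, 200206 were Ensembl transcripts, 96 were ERCC spike sequences, 168 were other spike sequences and 1 was the human rDNA repeat unit. None of the 37 transcripts of the mitochondrial chromosome was among the targets. Transcript counts were summed to genes with GENCODE v44, in which 195850 of the Ensembl transcripts were found, and the other 4356 were kept as a class of their own, called unmatched. Shares were computed as a percentage of all estimated counts of a well without ERCC spikes. A single count was assigned to ERCC sequences over all wells, below the 3 counts taken as the smallest amount the depth can show. The mean total was 862544 ± 687591 estimated counts (SD, n = 21) for A375 with kit #634413 and 704989 ± 642427 (SD, n = 21) with kit #634444 (two-sided permutation test of the difference in means, p = 0.45). In Jurkat, it was 1005480 ± 264113 (SD, n = 18) with kit #634413 and 799566 ± 269256 (SD, n = 18) with kit #634444 (p = 0.0275 from the same test). All 9 wells with fewer than 203424 counts, which is 25% of the median total, were A375 wells. Every deposited well was kept in the comparisons, since the paper's text does not name the A375 cells behind its plots, for which it gives 15 cells with kit #634413 and 16 with kit #634444. Wells of the same reagent kit and cell line carry neighbouring index numbers. Library pools are not named, and pools of neighbouring wells would each fall within a single group. The comparisons took wells as independent units and were not set against differences between pools. The sort buffer differs with the cell line.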

To demonstrate that our novel single cell total RNA seq method also efficiently works on FACS sorted cells in microplates, we processed A375 and Jurkat sorted cells. In parallel, Takara's single cell purposed SMART-Seq Stranded Kit was also tested on these cells (Figure 1). Equally low amounts of ribosomal cDNA were sequenced using both reagent kits, i.e. 1.46% [0.77, 2,15; 95% CI] and 0.66% [0.48, 0.85; 95% CI] for the A375 cells and 1.17% [1.05, 1.29; 95% CI] and 0.94% [0.80, 1.09; 95% CI] for the Jurkat cells (Figure 8, Supplementary Figure S13). 

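In the Kallisto counts, the nuclear rRNA share was taken as the estimated counts on the rDNA repeat unit and on annotated rRNA genes, in percent of all estimated counts of a well. This measure differs from the STAR mapping of the paper, which the count tables do not hold. The unit of 42999 bases is counted as a whole, so whether all its counts are of rRNA cannot be told. It held 24.0% and 16.4% of the counts in A375 and 13.3% and 12.6% in Jurkat, for kits #634413 and #634444 in turn. In A375, the share was 24.8% ± 22.7 (SD, n = 21) with kit #634413 and 17.2% ± 13.0 (SD, n = 21) with kit #634444. The difference in means was -7.55 percentage points (two-sided permutation test, p = 0.195). Single wells lay between 6.95% and 72.8% with kit #634413 and between 7.63% and 47.9% with kit #634444, with medians of 11.9% and 11.0%. The well with 72.8% had 909 estimated counts, which gives a 95% Wilson confidence interval from 69.8% to 75.6%, and the well with 6.95% had an interval from 6.91% to 6.99%. These intervals cover counting error only, because PCR reads are not independent molecules. In Jurkat, the share was 14.5% ± 2.30 (SD, n = 18) with kit #634413 and 13.8% ± 2.77 (SD, n = 18) with kit #634444 (difference of -0.706 percentage points, p = 0.417 from the same test). With wells of at least 203424 counts, the A375 means were 16.0% ± 13.6 (SD, n = 17) and 11.1% ± 4.69 (SD, n = 16). These still include wells of kit #634413 with totals of 231540 and 278553, at 54.1% and 49.3%. The other wells of that kit lay from 6.95% to 15.4% there, and the largest share with kit #634444 was 27.4%. Annotated rRNA genes outside the repeat unit held 0.801% ± 0.256 and 0.819% ± 0.663 of the counts in A375 and 1.18% ± 0.178 and 1.19% ± 0.208 in Jurkat, for kits #634413 and #634444 in turn. That split of the share was chosen after the values had been seen.

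**Figure D1:**
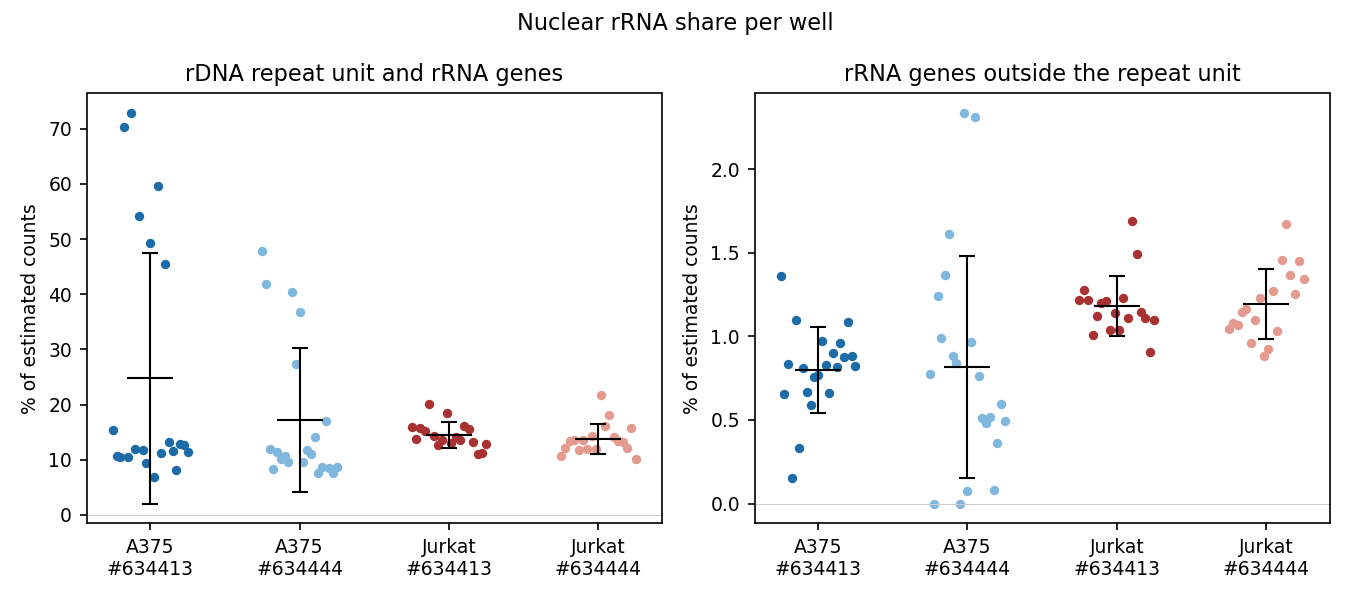
Percentage of estimated counts per well on the whole rDNA repeat unit and rRNA genes at left, and on rRNA genes outside the repeat unit at right, for each cell line and reagent kit. Points are wells, horizontal bars are means and error bars are SD. In A375 with kit #634413, wells reach 72.8% at left.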

Similar to the total RNA seq libraries generated on the C1 system, we analysed the number of reads assigned to intron, exon and intergenic regions and the read fraction for all RNA biotypes. 

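The biotype of each gene was taken from GENCODE v44, which holds no antisense class apart from lncRNA. In A375, protein coding genes held 54.6% ± 27.8 of the estimated counts (SD, n = 21) with kit #634413 and 61.2% ± 18.2 (SD, n = 21) with kit #634444. Their share in Jurkat was 72.5% ± 2.31 (SD, n = 18) with kit #634413 and 72.2% ± 2.66 (SD, n = 18) with kit #634444. For lncRNA genes, the A375 shares were 6.67% ± 2.97 and 8.29% ± 4.99 and the Jurkat shares 2.18% ± 0.714 and 2.50% ± 0.630, for kits #634413 and #634444 in turn. Of the 12 comparisons between reagent kits, 6 biotypes in each cell line, only that of miscRNA in Jurkat passed the threshold. Its share was 1.91% ± 0.338 with kit #634413 and 2.33% ± 0.442 with kit #634444 (two-sided permutation test, p = 0.00317, Benjamini-Hochberg adjusted p = 0.038). The adjusted p of the other comparisons lay between 0.436 and 0.784. For miscRNA in Jurkat, means were also taken over blocks of 8 index numbers, in place of library pools. They were 1.93%, 2.11% and 1.70% with kit #634413 and 2.25%, 2.06% and 2.68% with kit #634444, so they overlap. The permutation test takes wells as independent and does not allow for a difference between blocks. TPM values in place of estimated counts moved the kit difference of the other biotypes in A375 most, from 0.0963 to -7.96 percentage points. The kit by cell line interaction was not past the threshold for any of 9 measures (Freedman-Lane permutation test, adjusted p = 0.975 for each). From its own Figure 8 and Supplementary Figure S13, the paper states that the microplate data were very comparable to the C1 data, which the shares given here do not test.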

The microplate sorted single cell data was very comparable to the C1 data (Figure 8, Supplementary Figure S13).

**Figure 8.**
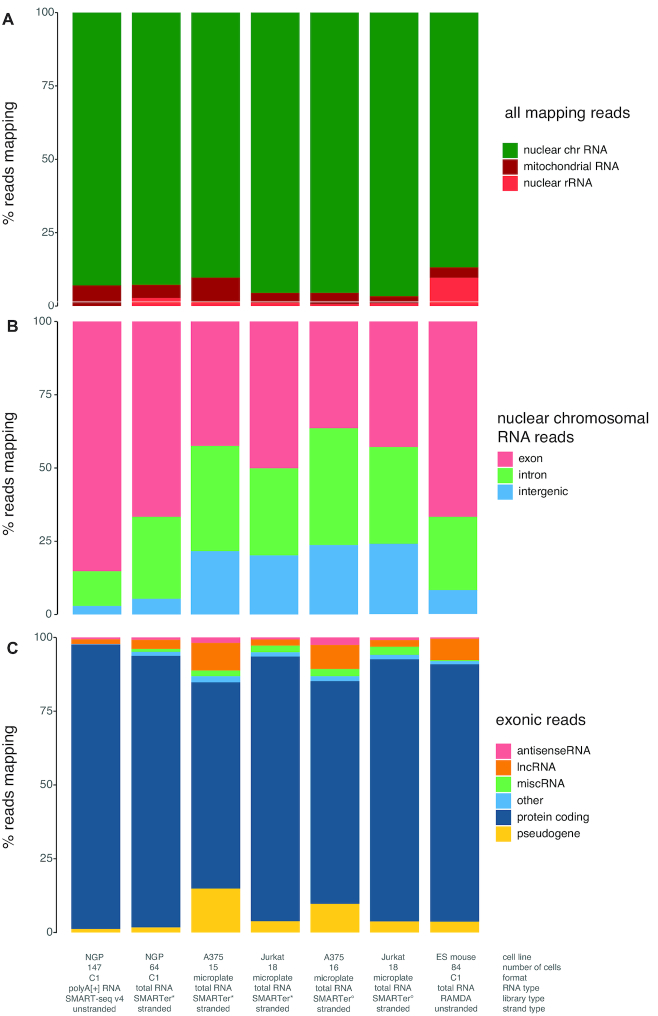
Mean read distributions are similar for total RNA sequencing libraries generated on C1 or in microplates. (**A**) Mean percentage of reads derived from nuclear RNA, mitochondrial RNA and ribosomal RNA quantified with STAR. Single cell total RNA libraries of the FACS sorted cells were generated using two different reagent kits (#634413, denoted with * and #634444, denoted with °). (**B**) Mean percentage of reads originating from nuclear chromosomes derived from exonic, intronic and intergenic regions quantified with STAR. (**C**) Mean percentage of exonic reads attributed to the different RNA biotypes quantified with Kallisto.

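With kit #634413, the lncRNA share was 4.49 percentage points higher in A375 than in Jurkat (two-sided permutation test, Benjamini-Hochberg adjusted p = 8e-05 over 12 comparisons). With kit #634444, the same difference was 5.79 percentage points (p = 1e-05, the smallest p that 100000 resamples can give, adjusted p = 6e-05). Pseudogenes held 7.74% ± 9.62 (SD, n = 21) in A375 and 2.96% ± 0.488 (SD, n = 18) in Jurkat with kit #634413 (adjusted p = 0.045), and 6.29% ± 6.61 and 2.90% ± 0.431 with kit #634444 (adjusted p = 9e-05). The nuclear copies of mitochondrial genes, which the annotation lists as pseudogenes, alone held 7.16% ± 9.73 of the A375 counts and 2.32% ± 0.502 of the Jurkat counts with kit #634413. Leaving these copies out was an alternative chosen after the data had been seen. Without them, the pseudogene difference between the cell lines was -0.0334 percentage points with kit #634413 (adjusted p = 0.627). With kit #634444 it was 0.879 percentage points (adjusted p = 0.00082). In wells of at least 203424 counts of kit #634444, that share was 0.820% ± 0.159 (SD, n = 16) in A375 and 0.568% ± 0.116 (SD, n = 18) in Jurkat. Protein coding genes were 17.8 percentage points lower in A375 than in Jurkat with kit #634413 and 11.1 lower with kit #634444 (adjusted p = 0.015 for both). With wells of at least 203424 counts, that difference was -8.39 percentage points (adjusted p = 0.0918) and -2.76 (adjusted p = 0.158). These still include A375 wells of kit #634413 with totals of 231540 and 278553, whose protein coding shares were 4.84% and 10.5%. The other A375 wells of that kit lay from 66.2% to 77.7% there. The cell lines were sorted in different buffers, so cell line and buffer cannot be told apart.

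**Figure D2:**
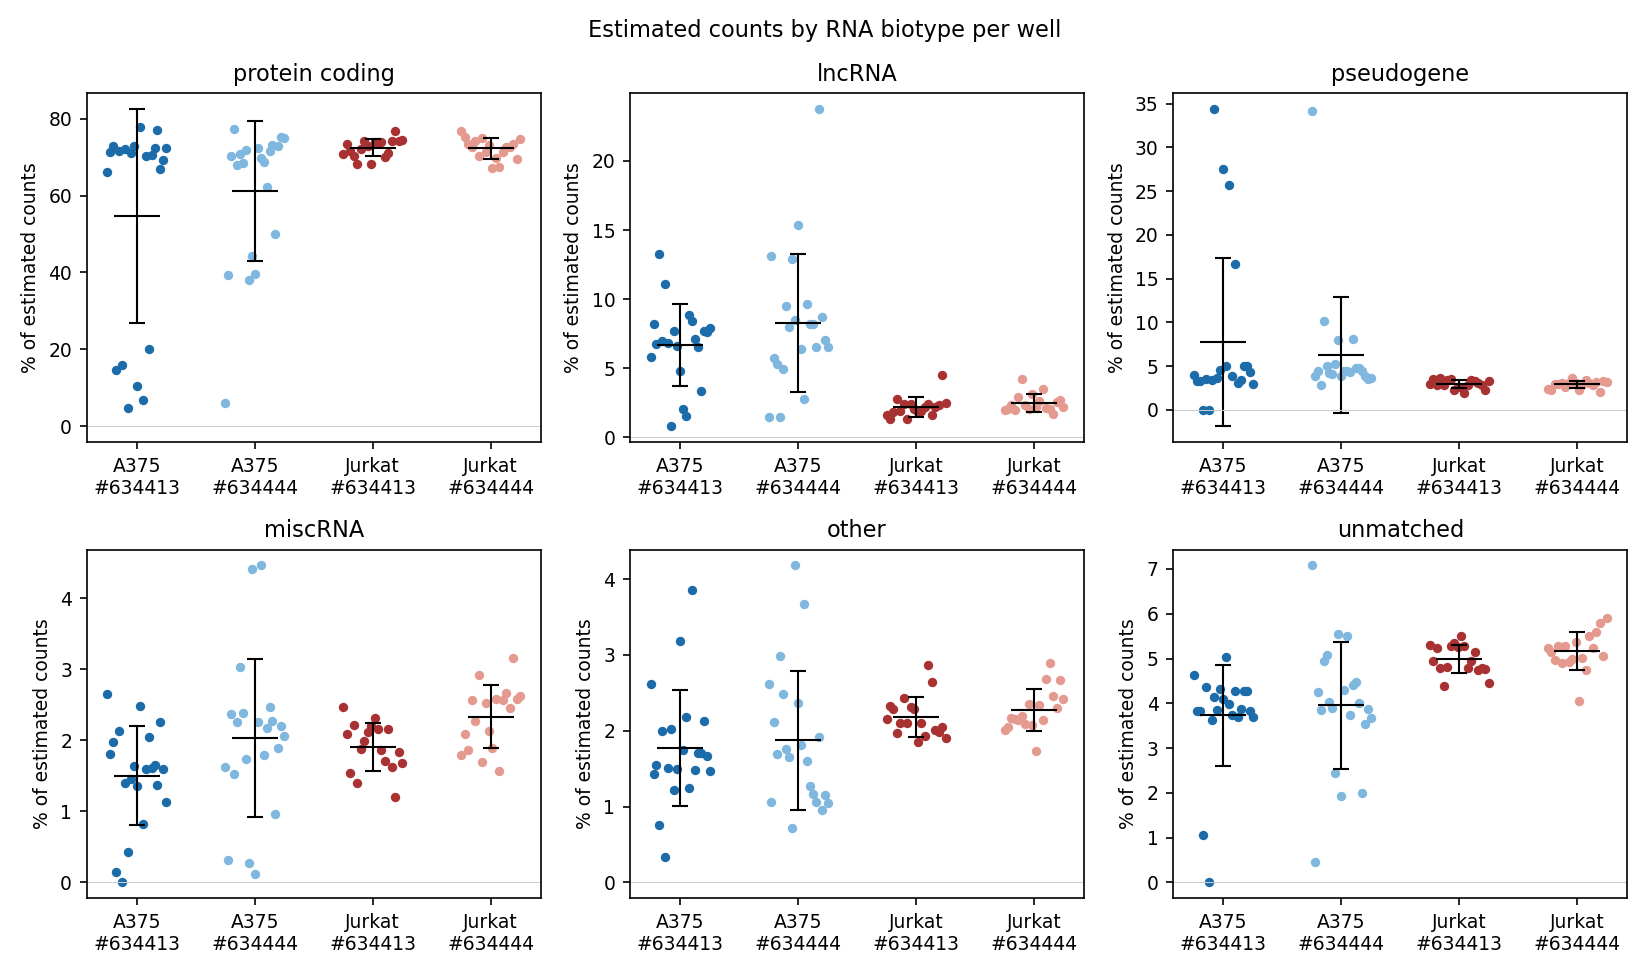
Percentage of estimated counts per well by RNA biotype, one panel per biotype, for each cell line and reagent kit. Points are wells, horizontal bars are means and error bars are SD. The lncRNA share is higher in A375 than in Jurkat with both kits.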

## DISCUSSION

In this study, we developed a single cell total RNA-seq method to sequence full transcripts from single cells in an essentially unbiased manner. To demonstrate the performance of the method, we applied single cell total RNA-seq in four experiments on five different cancer cell lines, of which three undergoing a specific perturbation. In parallel, we also performed single cell polyA[+] RNA-seq on three cell lines using the well-established Smart-seq v4 method (6,40). As in any genomics study, the experimental set-up may suffer from confounding factors, such as variations in cell cycle states of the cells and batch effects of single cell capture and sequencing, masking real biological differences. In two of the four experiments, we carefully controlled all these experimental biases. The cell cycle bias was minimized by cell cycle synchronization using serum starvation. We also avoided potential cell selection bias by capturing differentially labeled treated and untreated cells on the same chip (35,36). Finally, sequencing bias was minimized by sequencing both polyA[+] and total RNA libraries on the same Illumina flow cells.

The single cell total RNA-seq method has some distinctive advantages compared to other methods. First, in any total RNA-seq library, depletion of rRNA is essential as this makes up the bulk of the total RNA mass. Depletion of rRNA from single cells prior to cDNA synthesis is technically very difficult. Here, we used ribosomal cDNA specific removal probes, resulting in <3% of ribosomal reads per single cell library. This highly efficient rRNA depletion step is a major improvement compared to RAMDA-seq, where 10–35% of the reads map to rRNA (20). Second, given the stranded nature of the single cell total RNA sequencing data, quantification of antisense genes is accurate, which is not possible when using unstranded data. In contrast to the three existing single cell total RNA-seq methods, our method uniquely combines these two features that are highly desirable for total RNA-sequencing (19–21). Third, as expected, our single cell total RNA libraries contain substantially more intronic reads compared to polyA[+] RNA libraries (41,42). Such intronic reads can be used to detect changes in nascent transcription, whereby the difference in exonic and intronic reads provides insights in post-transcriptional regulation (43). As such, we believe that our method may be particularly well suited for ‘RNA velocity analysis’ of single cells (44). Fourth, the single cell total RNA-seq workflow presented in this paper detects relatively more protein coding genes, pseudogenes, lincRNAs and miscellaneous RNA (miscRNA) compared to single cell polyA[+] RNA libraries, when corrected for equal sequencing depth. While the number of detected genes increases with sequencing depth, there seems to be no plateau yet at 8 million reads, suggesting that further increasing the sequencing depth, could enable low abundant gene detection. Fifth, our method also detects non-polyadenylated RNA molecules, such as histone genes, lncRNAs and circRNAs. In the NGP dataset, 537 circRNAs were detected using reads with evidence for back splicing. In order to detect more circRNAs in an individual cell, a higher sequencing depth is required or libraries should be enriched for circRNAs by selectively removing linear RNA by exonuclease treatment prior to library prep and sequencing (18). Sixth, the data enables reference guided transcriptome assembly, resulting in the detection of 5360 novel genes. Finally, differential gene expression analysis and gene set enrichment of NGP cells treated with nutlin-3 confirmed activation of the TP53 pathway at the transcriptional level.

One limitation of the implementation of the single cell total RNA library preparation method on the C1 instrument is the relatively low throughput, as maximally 96 cells are simultaneously captured. In contrast, current droplet-based single cell methods capture thousands of individual cells, but these systems are limited to 3′ end sequencing of polyadenylated RNA, preventing quantification of splice variants and non-polyadenylated transcripts. To enable the analysis of higher cell numbers, we demonstrated that the method works equally well on FACS sorted cells in microplates. By using FACS sorted cells the throughput can be increased and no specialized devices, such as the C1, are required. Finally, an advantage of our total RNA-seq protocol on both C1 and in microplates is that single-end sequencing is sufficient while more expensive paired-end sequencing is required for most droplet-based methods. We advice to use the single cell total RNA-seq method rather than polyA[+] methods if it is desired to study non-polyadenylated RNA molecules such as lncRNAs or circRNAs, if strand-specific data is a must and if full transcript sequencing is priority (e.g. analysis of alternative splicing, RNA editing or somatic mutations).

## DATA AVAILABILITY

The SMARTer single cell total RNA sequencing script is deposited in Script Hub (Fluidigm). The fastq files and processed data is available through GEO (GSE119984 and GSE130578).

## Supplementary Material

gkz535_Supplemental_Files Click here for additional data file.

# Supplementary material for: SMARTer single cell total RNA sequencing
**Source:** Nucleic Acids Res. 2019 Jun 19;47(16):e93. doi: 10.1093/nar/gkz535
**Supplement:** gkz535_Supplemental_Files

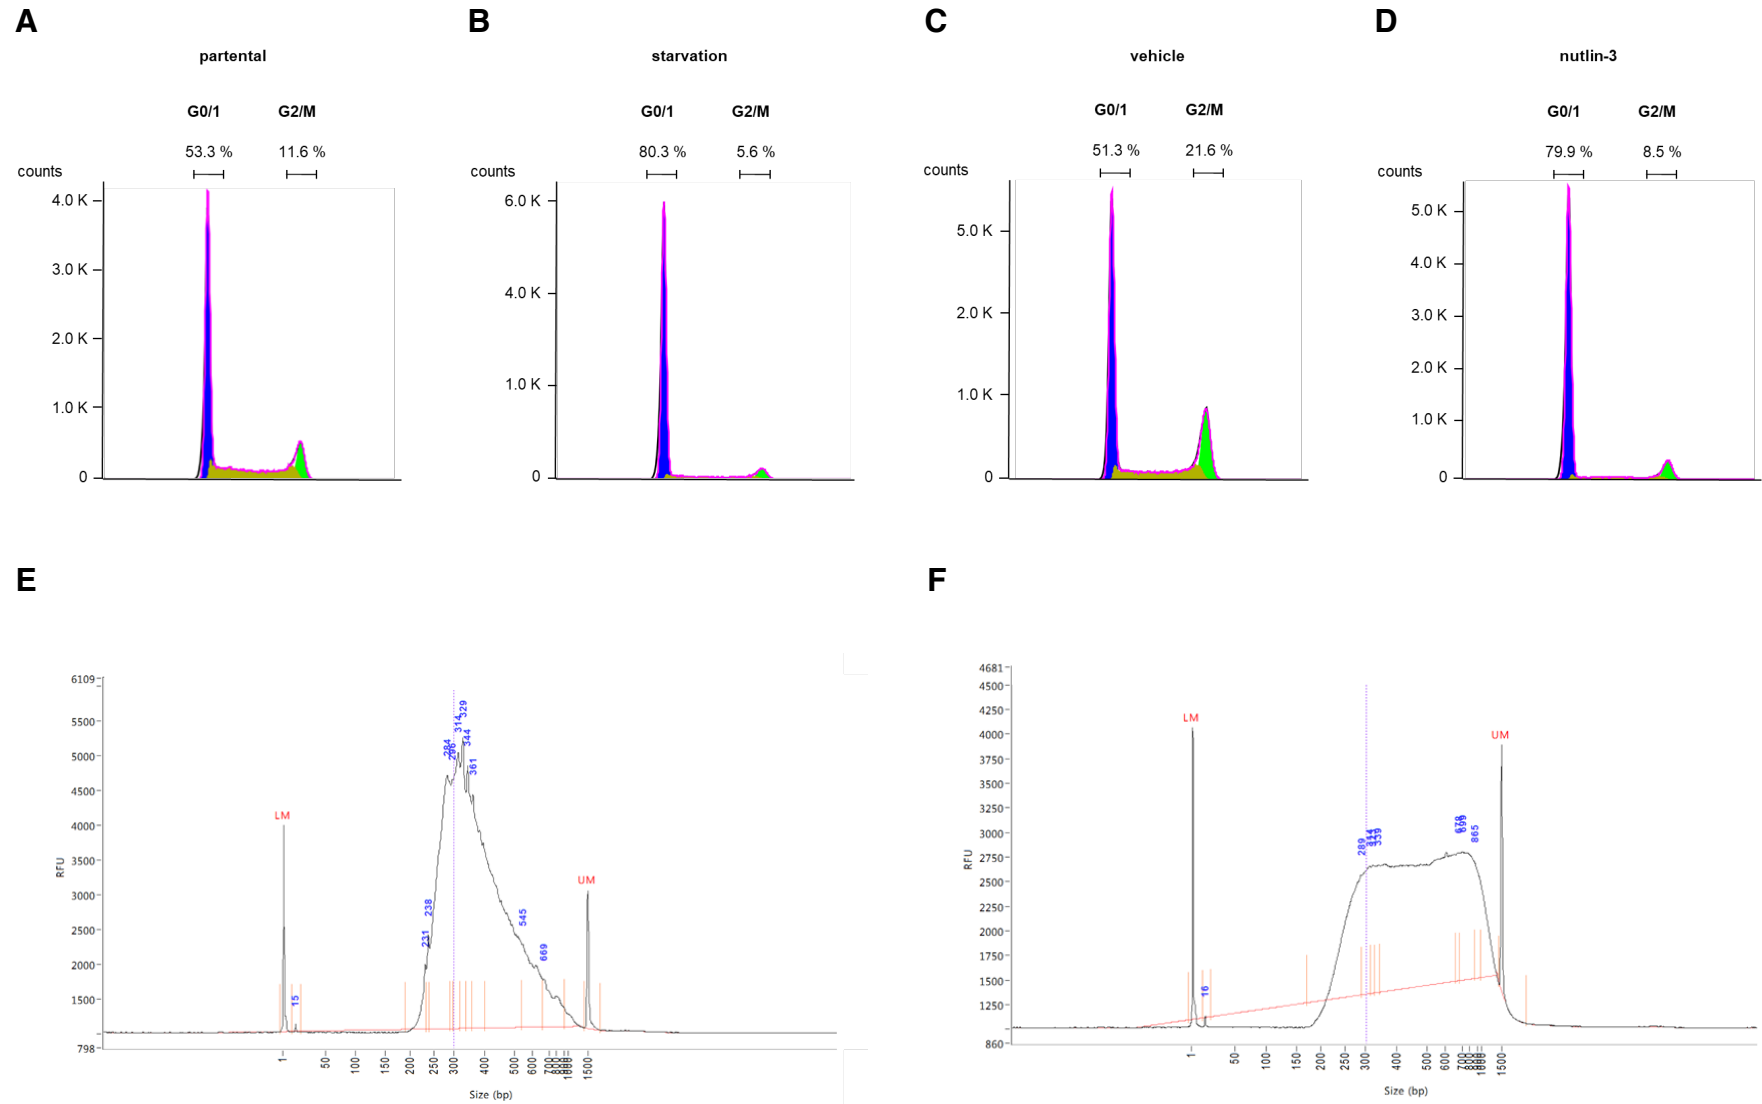

Supplementary Figure 1. Cell cycle profiles for NGP cells maintained in RPMI-1640 medium supplemented with 10 % serum (A) or 0 % serum (B) for 24 hours. Cell cycle profiles for NGP cells maintained in 0 % serum for 24 hours and treated with vehicle (C) or nutlin-3 (D) for 24 hours. Fragment analyzer profiles of a NGP total RNA library (E) and polyA[+] RNA library (F).

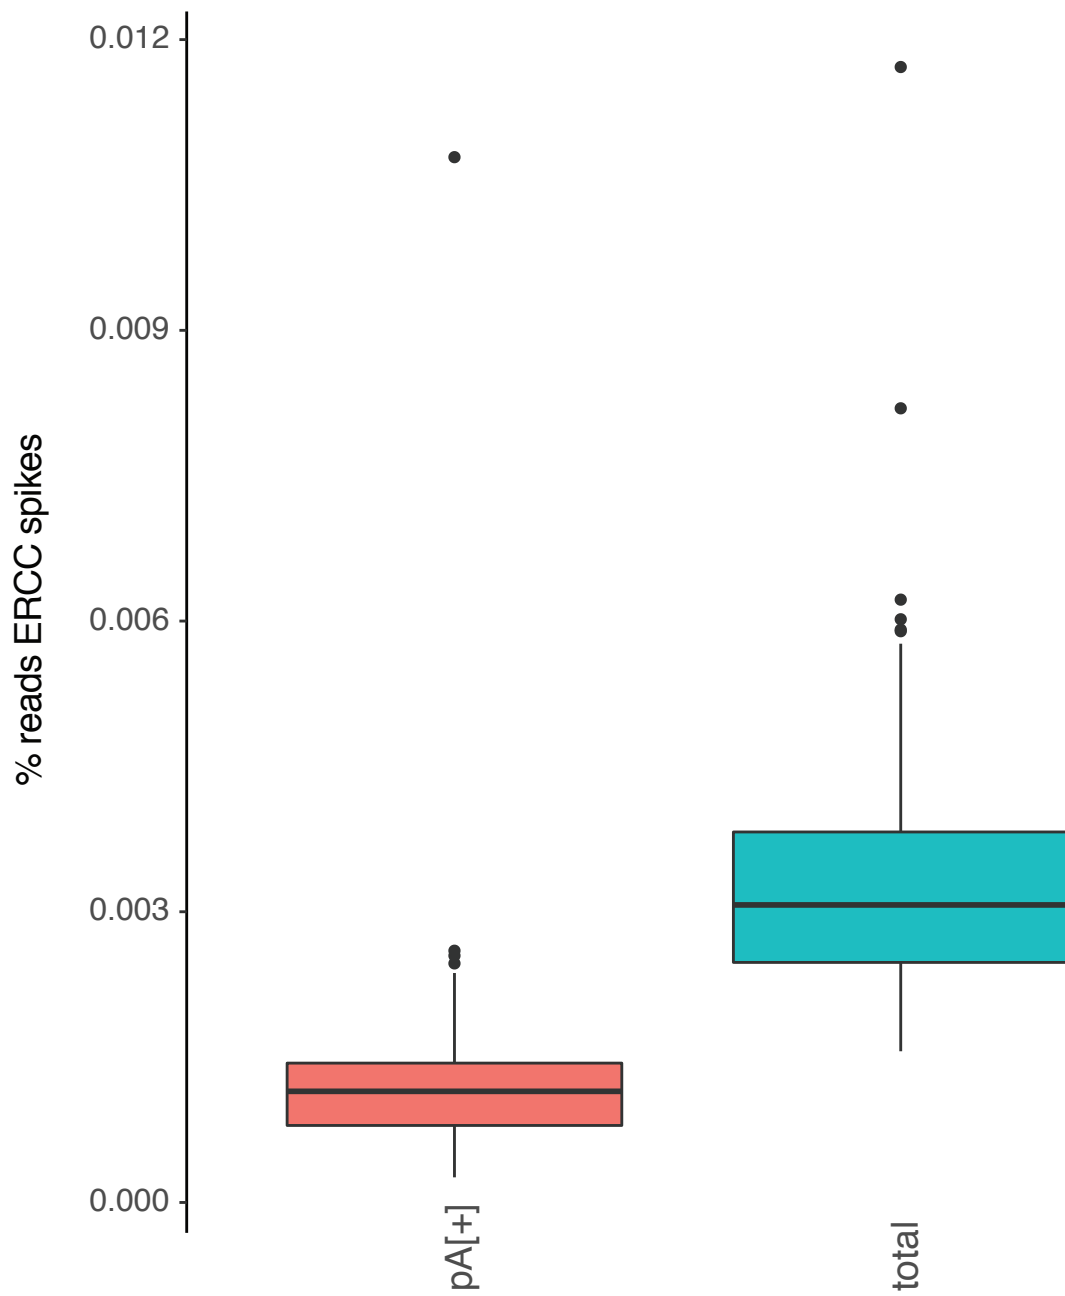

Supplementary Figure 2. The percentage of reads mapped on ERCC spikes is higher in the total RNA libraries compared to polyA[+] RNA libraries.

# ERCC log10 tpm linear model

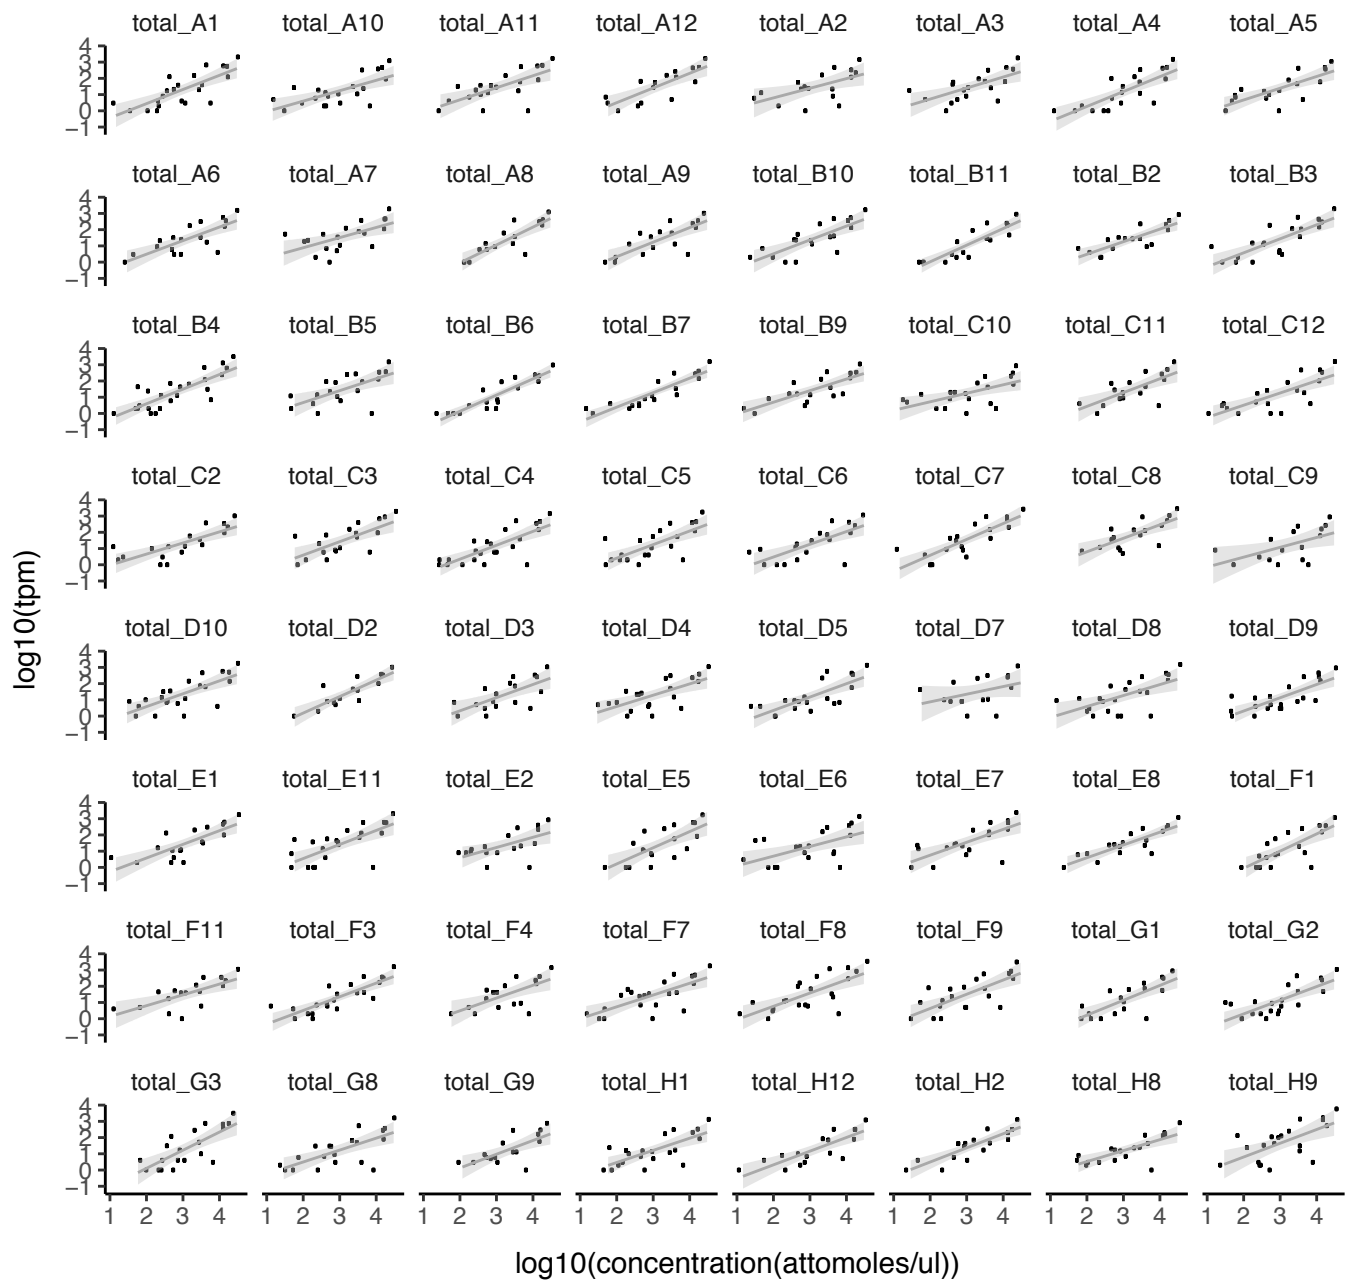

Supplementary Figure 3. Linear modeling of ERCC spike abundance demonstrates quantitative performance.

## ERCC spikes $R^2$ of linear model

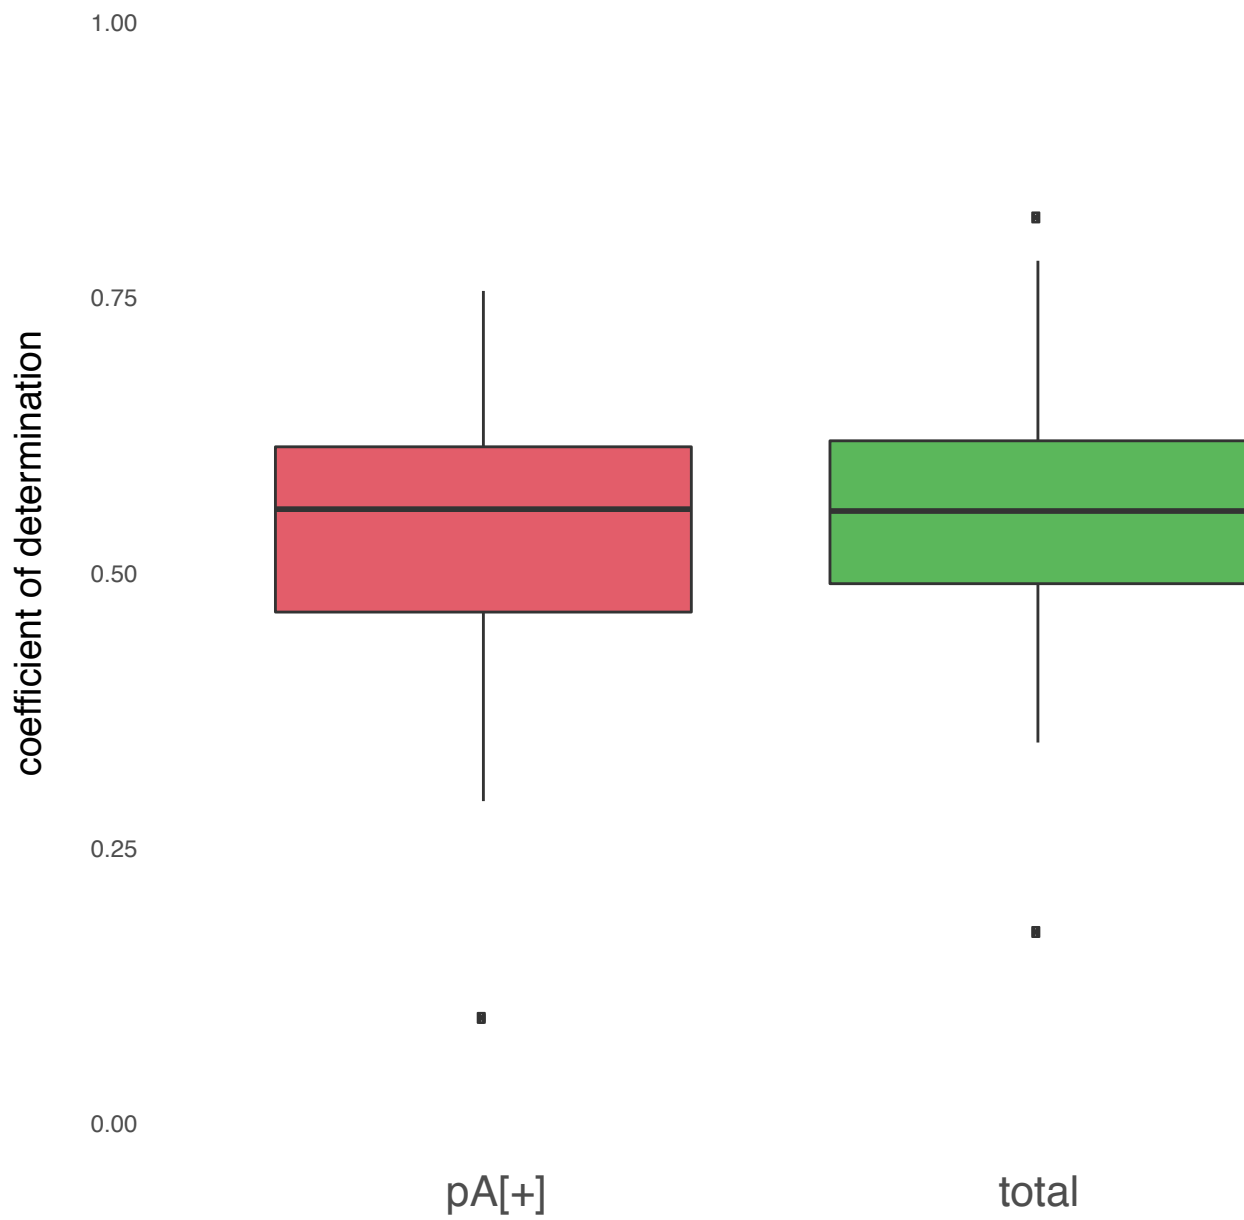

Supplementary Figure 4. The coefficients of determination obtained through linear regression of ERCC spikes are equal for polyA[+] and total RNA libraries.

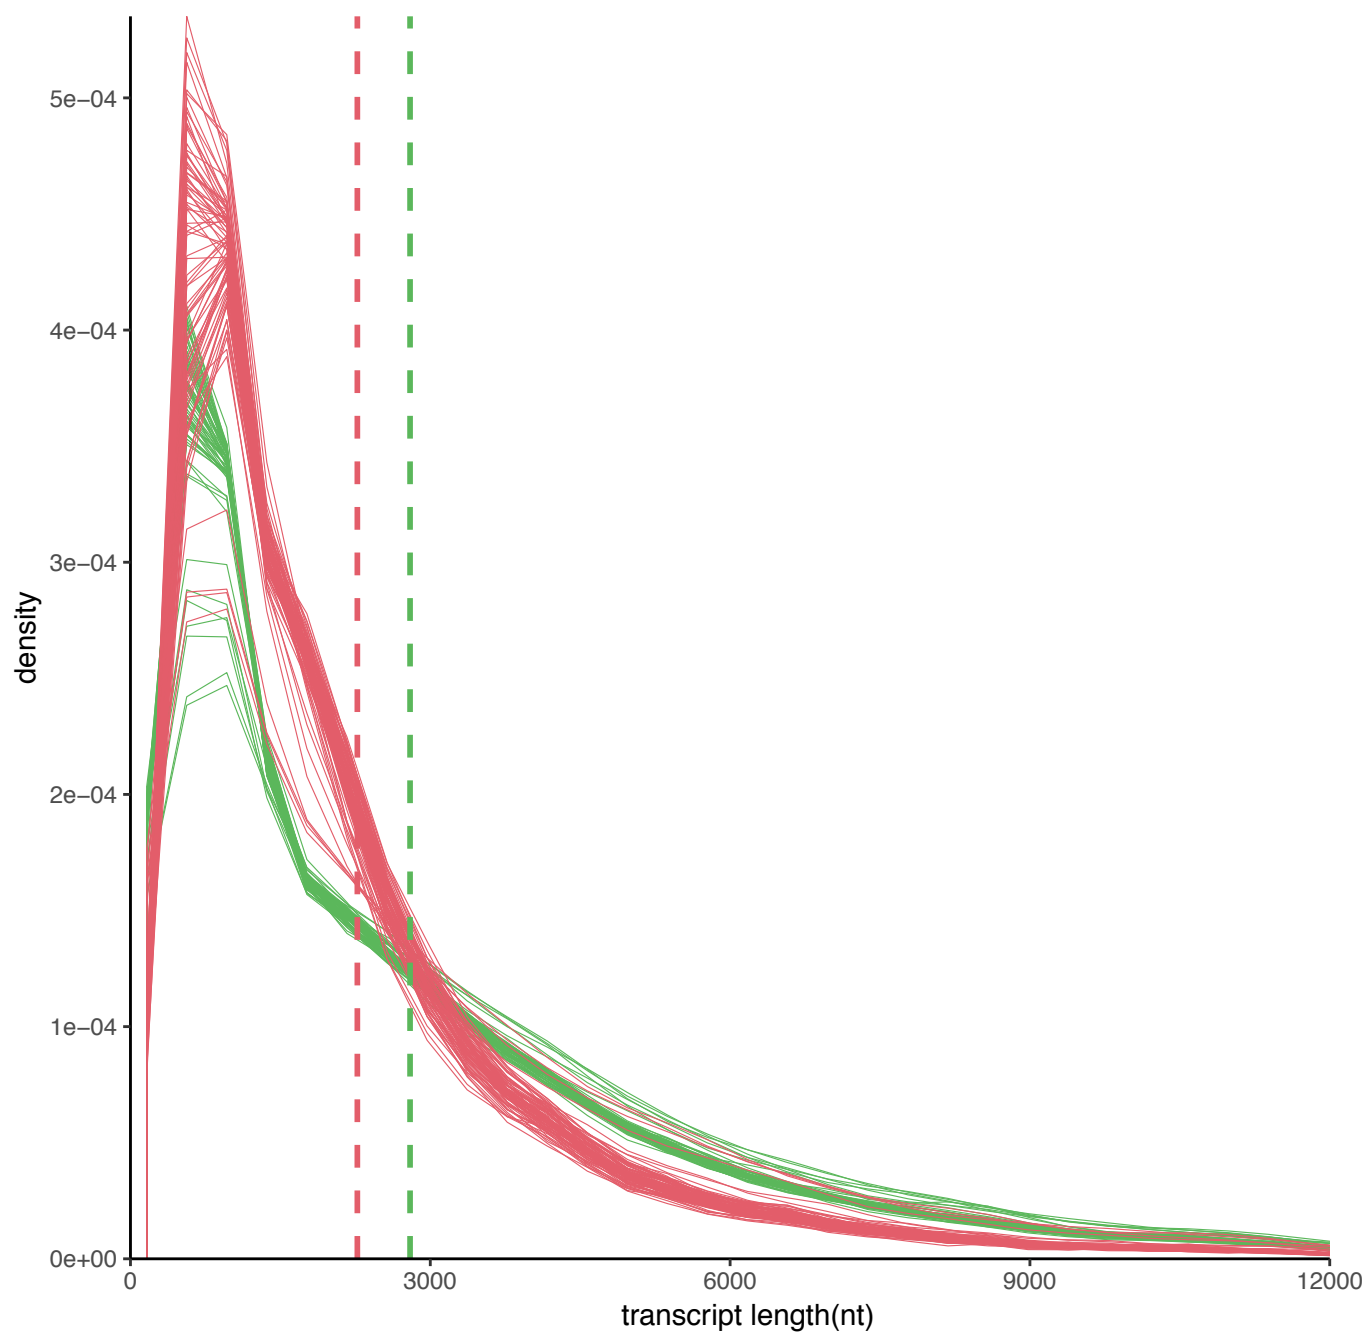

Supplementary Figure 5. The length distributions differ between polyA[+] RNA transcripts (red) and total RNA transcripts (green) per cell. PolyA[+] RNA libraries typically result in the detection of shorter transcripts.

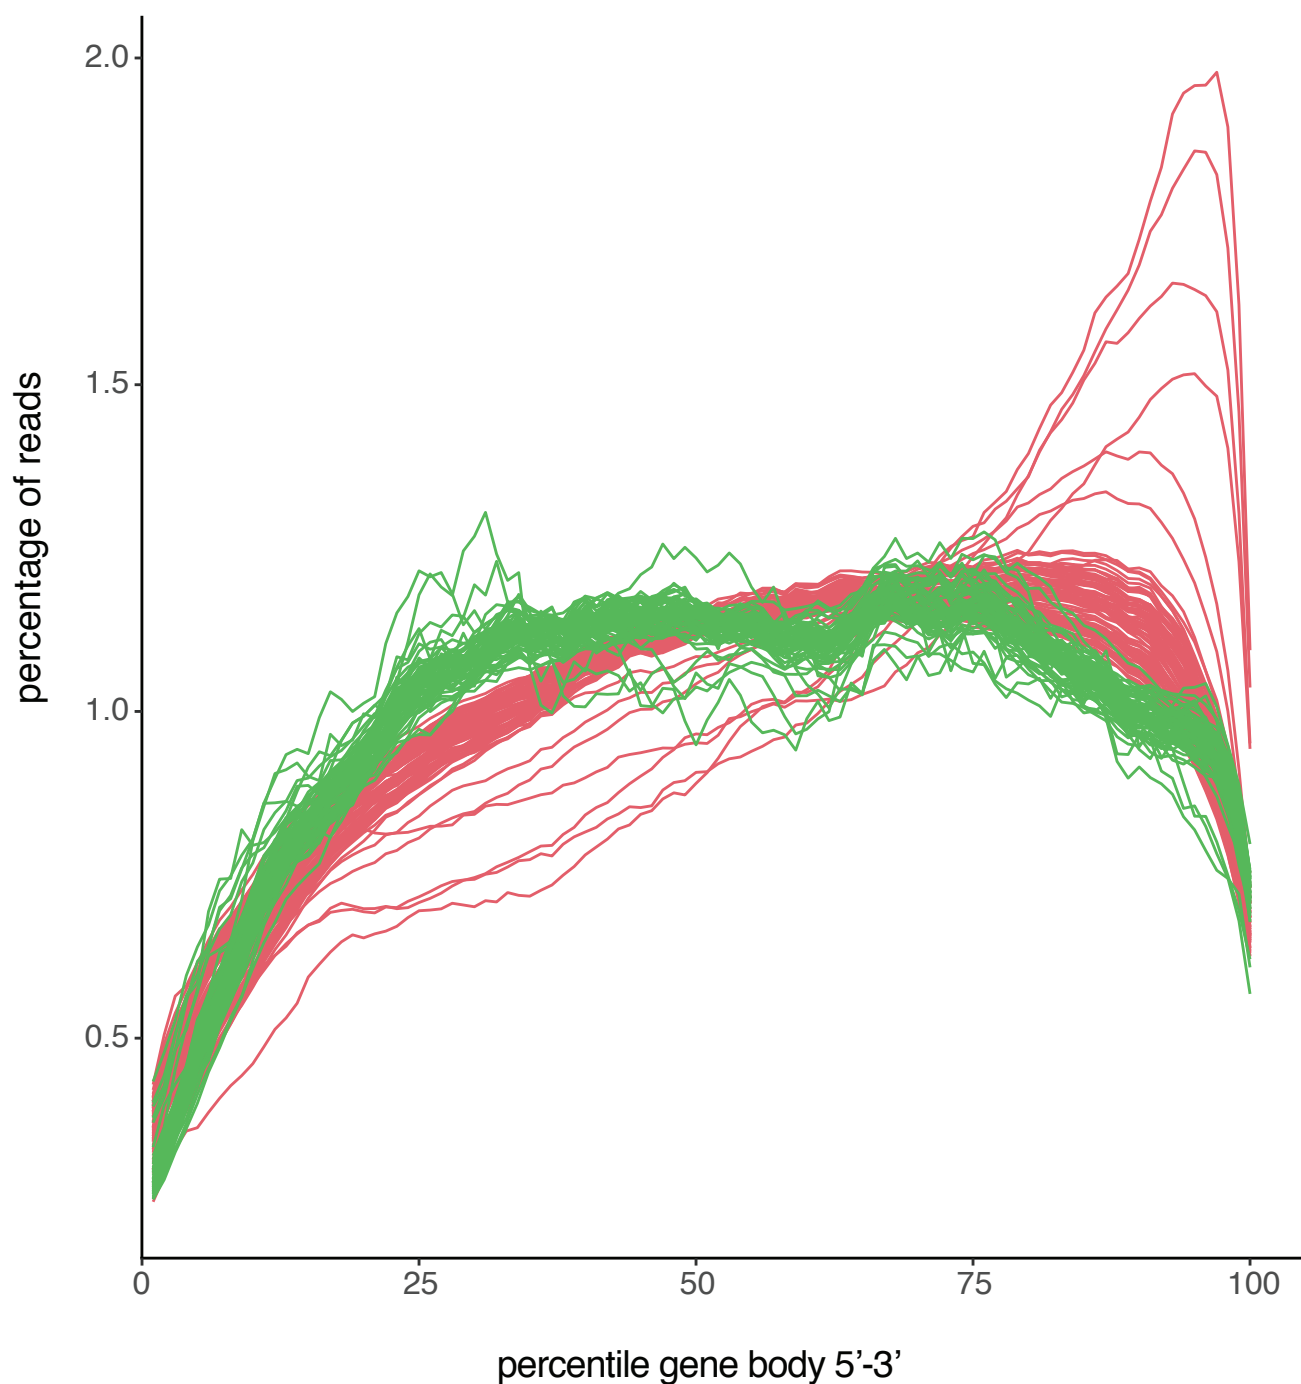

Supplementary Figure 6. The gene body coverage differs slightly between polyA[+] RNA libraries (red) and total RNA libraries (green). Equal gene body coverage would result in 1 % read fraction along the entire gene body. Both library types show some bias towards the 3' and 5' end.

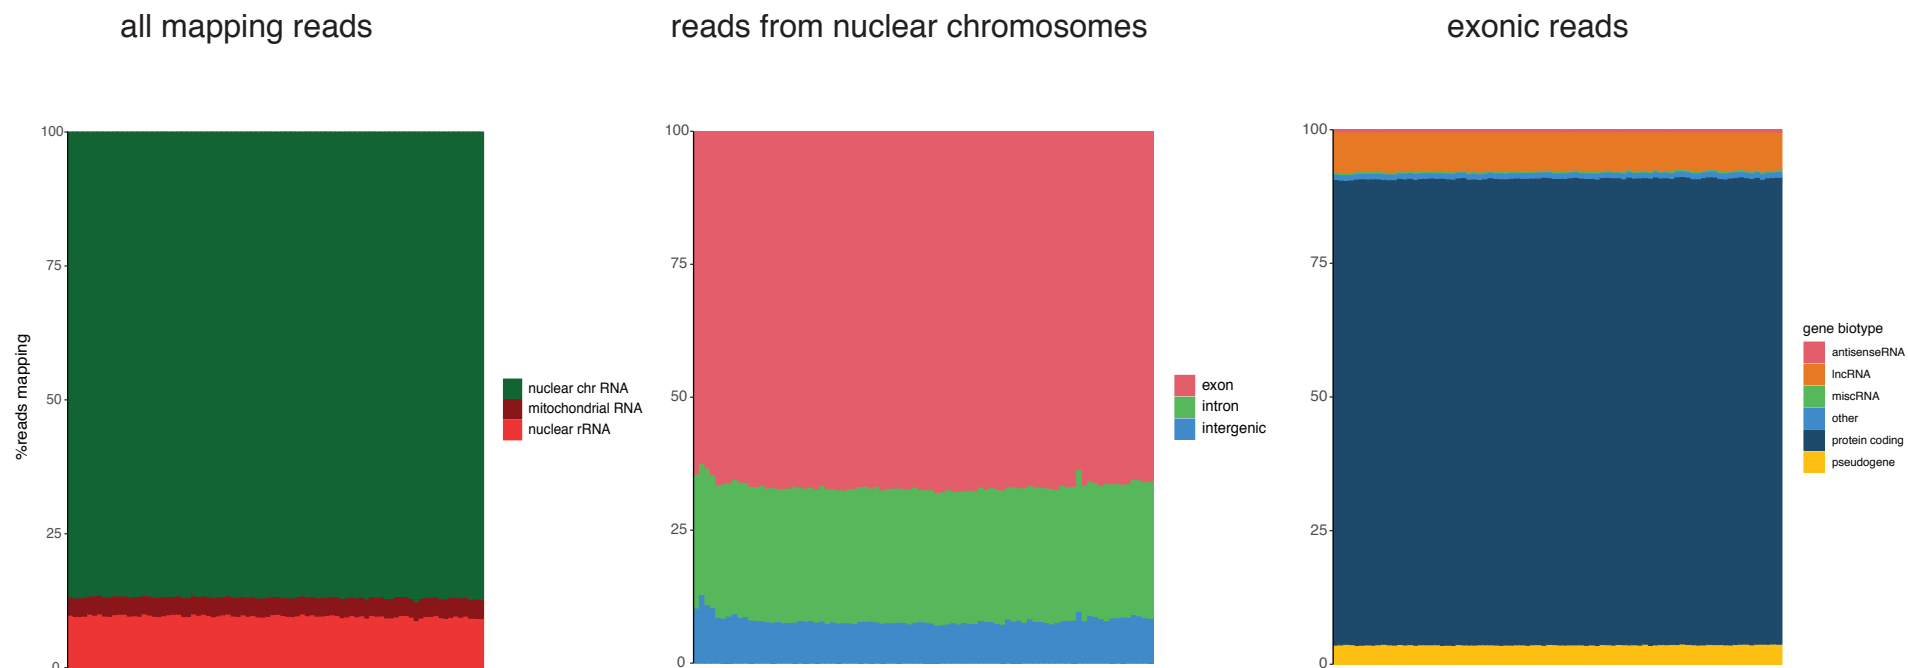

Supplementary Figure 7. The QC results for RAMDA-seq libraries show higher rRNA percentages. A) Percentage of reads derived from nuclear RNA, mitochondrial RNA and ribosomal RNA per cell quantified with STAR. B) Percentage of reads originating from nuclear chromosomes derived from exonic, intronic and intergenic regions per cell quantified with STAR. C) Percentage of exonic reads attributed to the different biotypes per cell quantified with Kallisto.

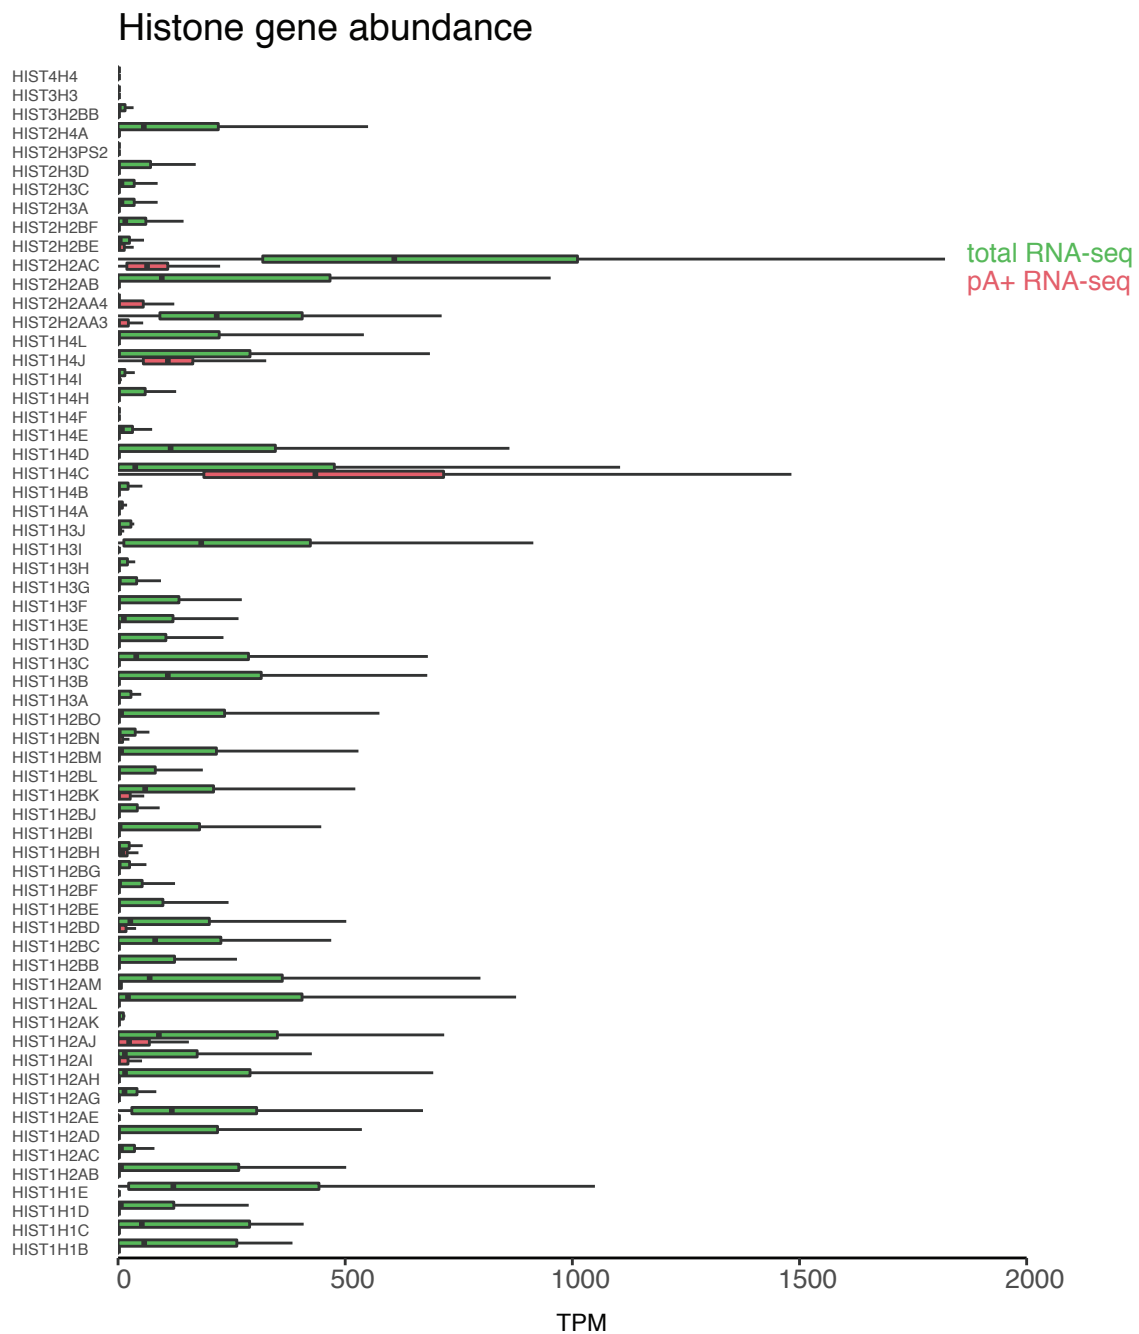

Supplementary Figure 8. TPM expression of histone genes, typically non-polyadenylated, shows that total RNA libraries (green) efficiently capture non-polyadenylated transcripts.

SHSY5Y-MYCN-TR

SK-N-BE-2C

A

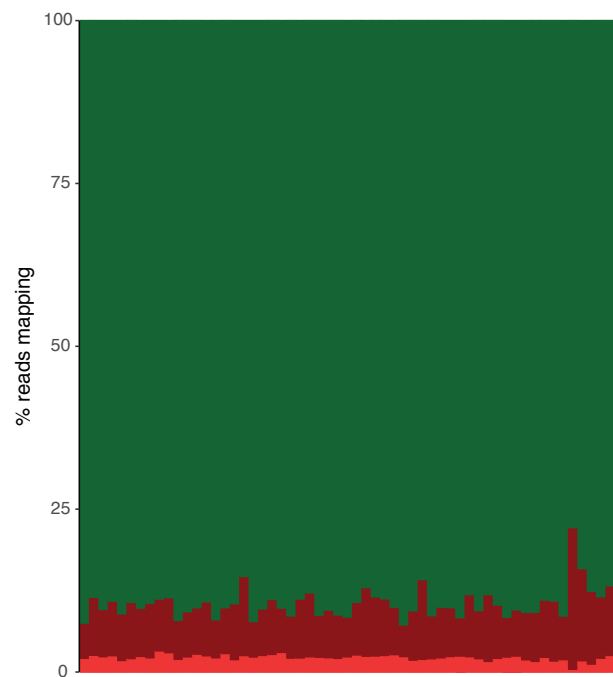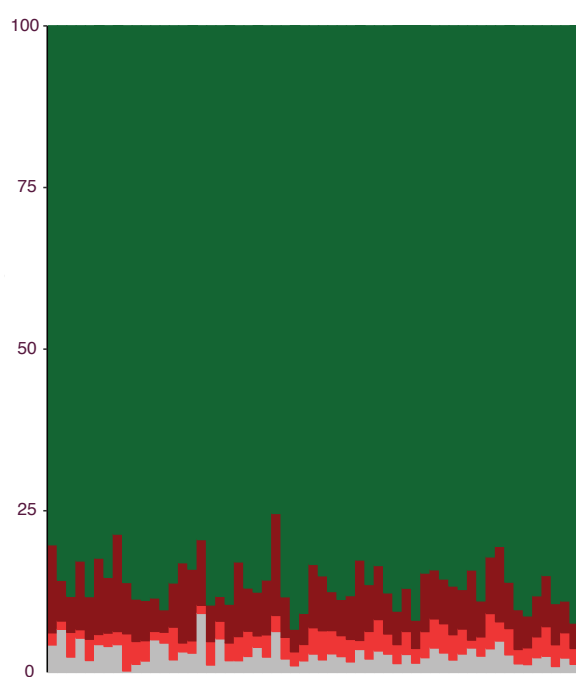

nuclear chr RNA  
mitochondrial RNA  
nuclear rRNA  
ERCC spikes

B

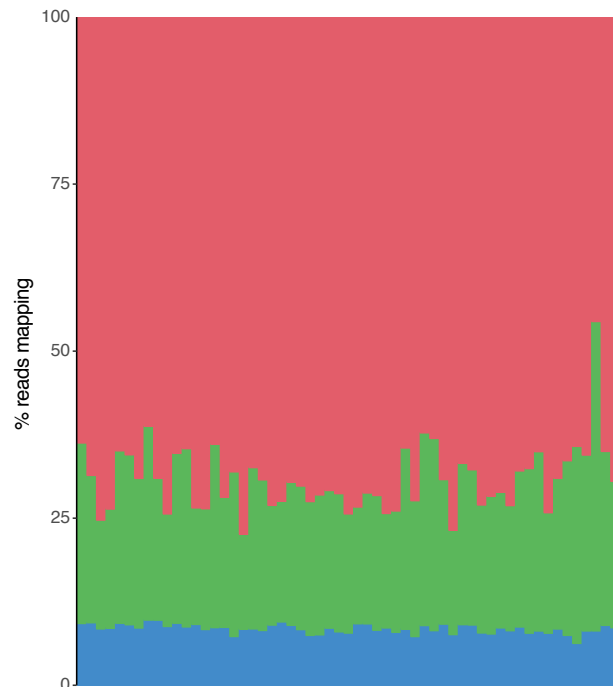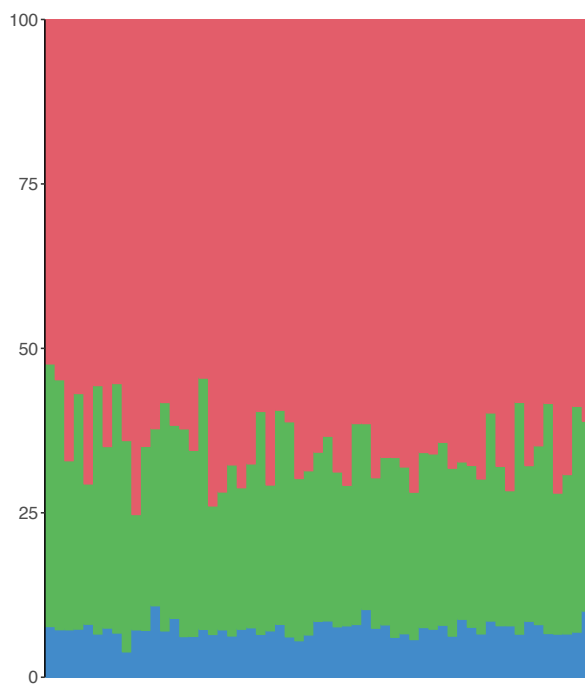

exon  
intron  
intergenic

C

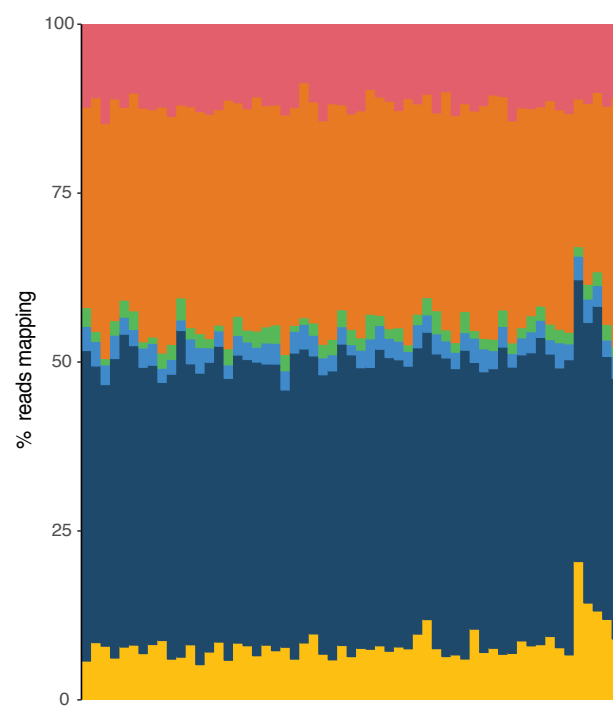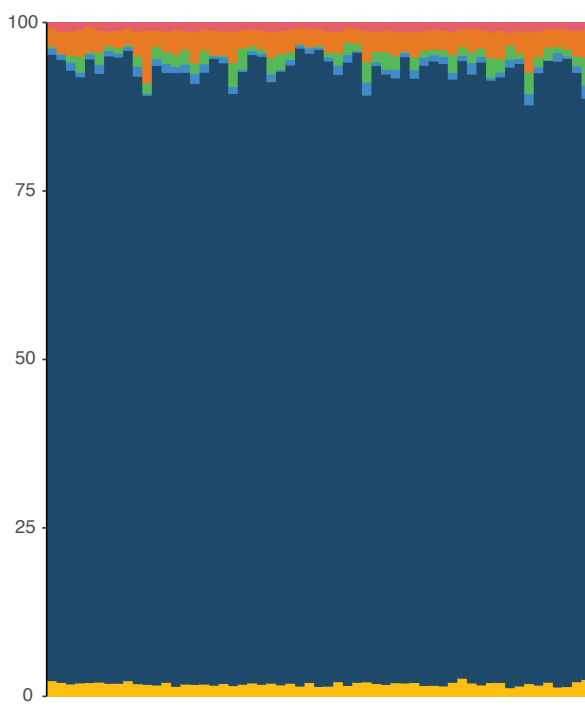

gene biotype  
antisenseRNA  
lncRNA  
misc\_RNA  
other  
protein coding  
pseudogene

Supplementary Figure 9. The QC results for total RNA libraries of SHSY5Y-MYCN-TR and SK-N-BE-2C cells are similar to NGP cells. A) Percentage of reads derived from nuclear RNA, mitochondrial RNA and ribosomal RNA per cell quantified with STAR. B) Percentage of reads originating from nuclear chromosomes derived from exonic, intronic and intergenic regions per cell quantified with STAR. C) Percentage of exonic reads attributed to the different biotypes per cell quantified with Kallisto.

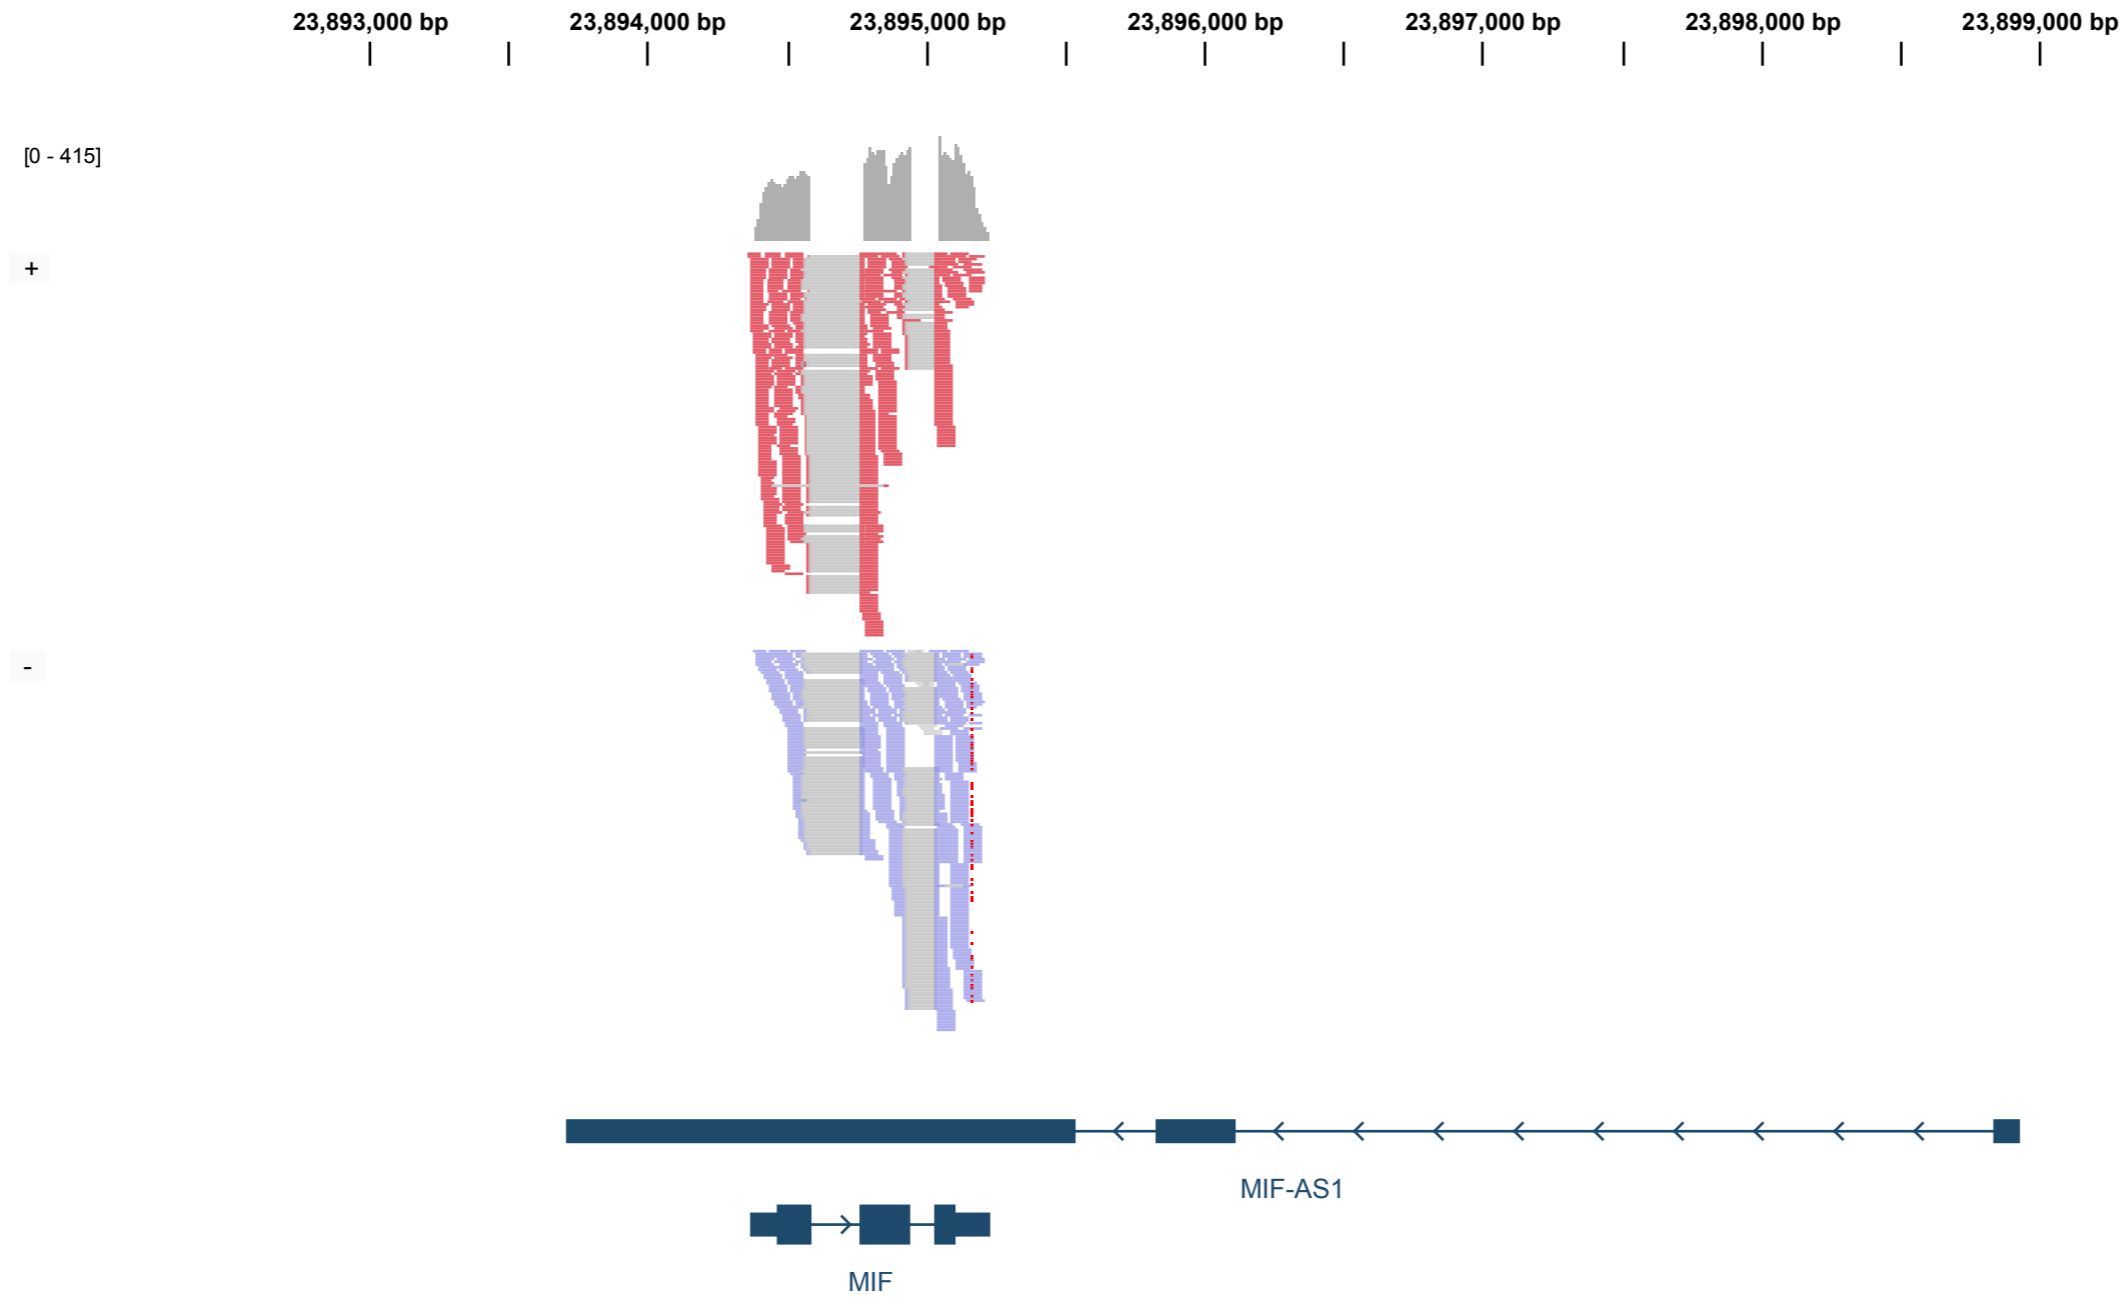

Supplementary Figure 10. IGV visualisation of sense-antisense gene pairs for polyA[+] RNA. The reads mapping on the sense (red) and antisense (blue) strand can not be unambiguously assigned to the MIF gene as the data is unstranded. While the counts will be partially mis-assigned to the MIF-AS1 gene, the reads clearly have the splice pattern of only the MIF gene.

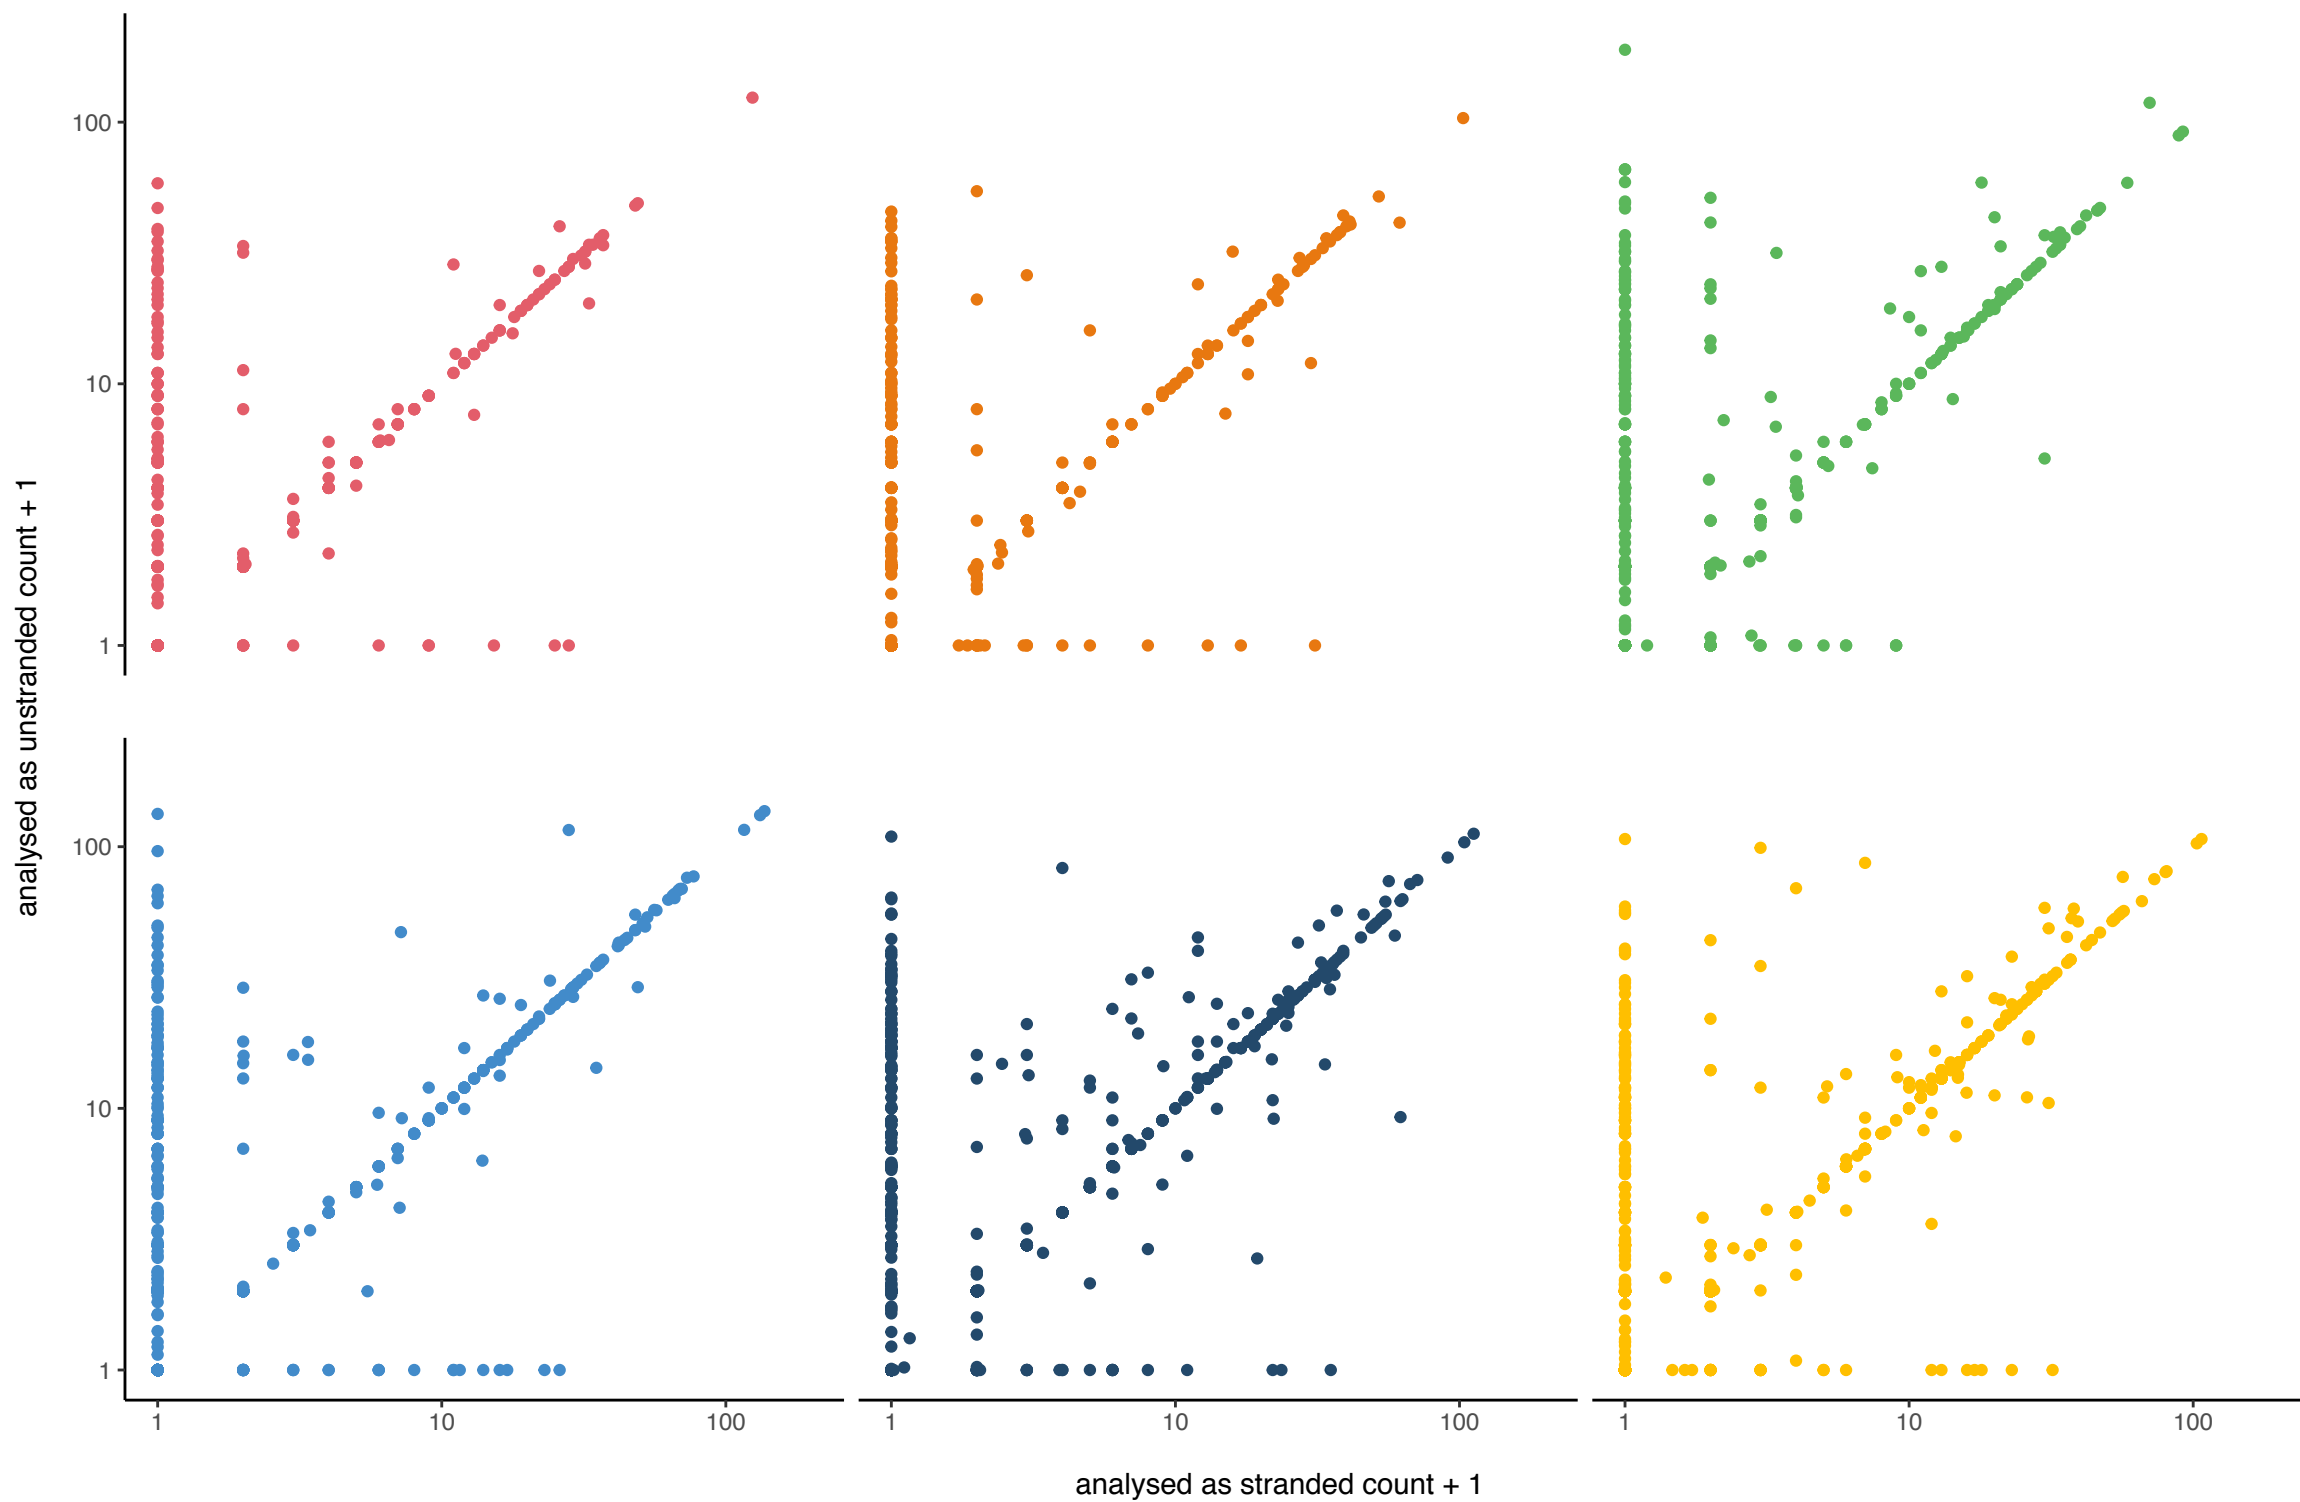

Supplementary Figure 11. Quantification in stranded and unstranded analysis mode of SMARTer total RNA seq data on antisense genes in six randomly selected cells demonstrates substantial misquantification of antisense genes in unstranded mode.

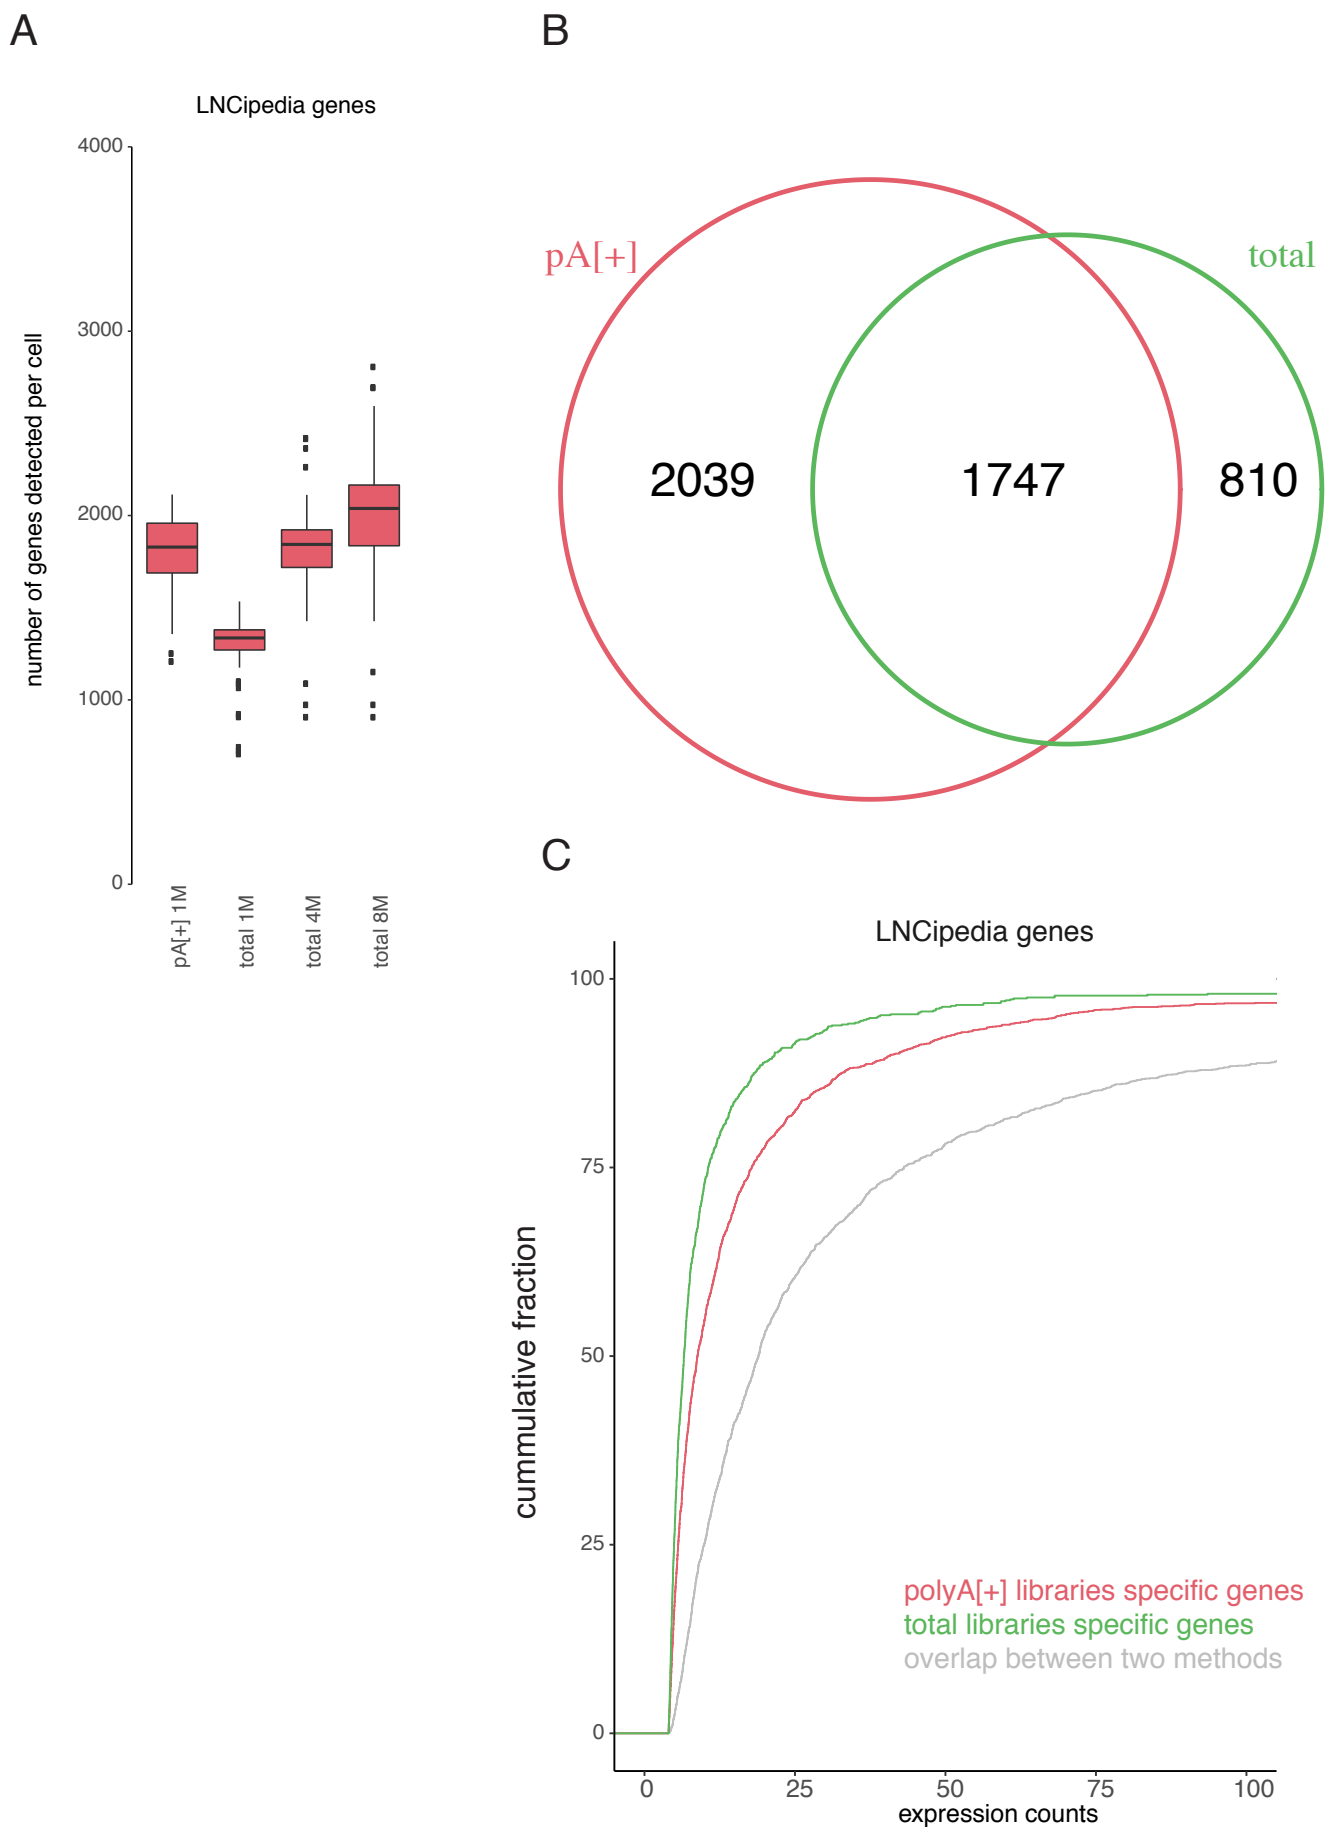

Supplementary Figure 12. By using the LNCipedia transcriptome for quantification, a higher number of lncRNAs was discovered. (A) Number of LNCipedia genes detected in subsampled data (1, 4 and 8 million reads per cell). The proportions are equal compared to Ensembl lncRNAs overlap. (B) Overlap between lncRNAs detected in polyA[+] and total RNA libraries. (C) Expression counts for lncRNAs detected in only polyA[+] RNA libraries (red), only total RNA libraries (green) or both (gray).

A all mapping reads

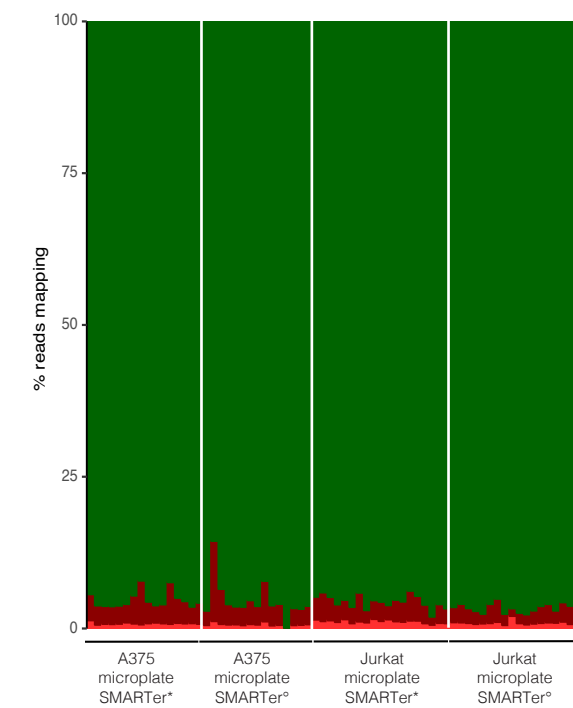

B reads for nuclear chromosomes

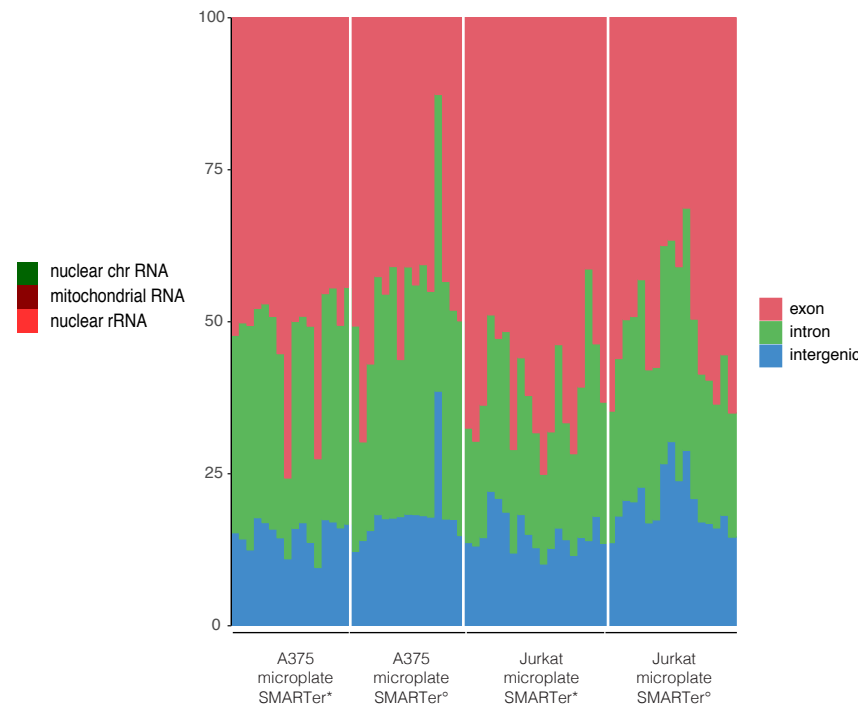

C exonic reads

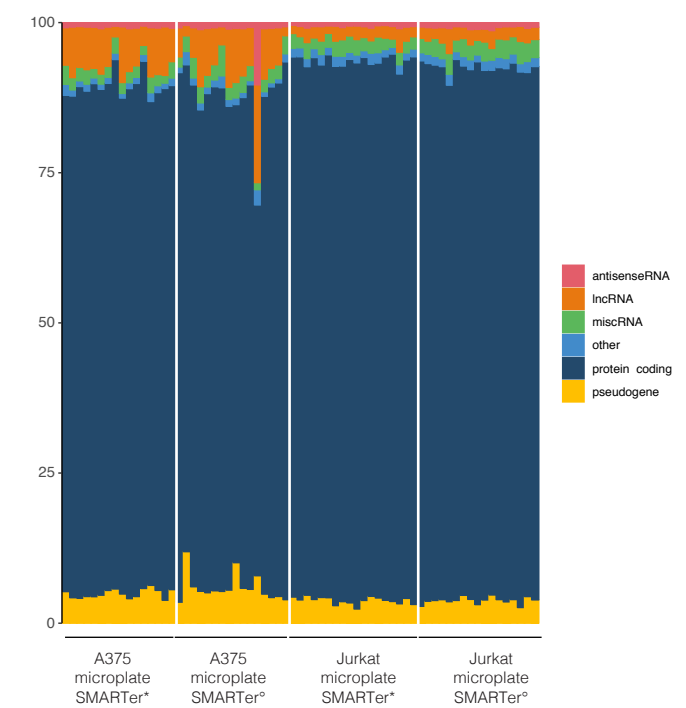

Supplementary Figure 13. SMARTer single cell total RNA sequencing works well on FACS sorted cells in microplates. Both reagents kits have similar performance (#634413, denoted with \* and #634444, denoted with °; see Materials and Methods). A) Percentage of reads derived from nuclear chromosomal RNA, mitochondrial RNA and ribosomal RNA per cell quantified with STAR. B) Percentage of reads originating from nuclear chromosomes derived from exonic, intronic and intergenic regions per cell quantified with STAR. C) Percentage of exonic reads attributed to the different biotypes per cell quantified with Kallisto.

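The number of genes with at least 10 estimated counts was 6353 ± 4039 (SD, n = 21 wells) in A375 with kit #634413 and 6515 ± 4119 (SD, n = 21) with kit #634444 (two-sided permutation test, p = 0.900). In Jurkat, it was 6226 ± 799 (SD, n = 18) with kit #634413 and 7324 ± 888 (SD, n = 18) with kit #634444 (p = 0.00043 from the same test). With the counts of every well subsampled to 155756, the difference in Jurkat was 10.7 genes (p = 0.771). Gene expression was compared between kits with edgeR's quasi-likelihood test with TMM normalization, on genes with at least 5 counts in at least 25% of the wells. In A375, 9 of 12095 genes had an adjusted p under 0.05, 5 higher and 4 lower with kit #634444, and 463 genes had an unadjusted p under 0.05. In Jurkat, 4 of 10624 genes passed, all higher with kit #634444, and 350 had an unadjusted p under 0.05. With DESeq2 and its poscounts size factors 18 genes passed in Jurkat, 6 higher and 12 lower. Without the filter on low counts, 1923 genes in A375 and 1462 genes in Jurkat passed. Random splits of the wells gave from 1299 to 1831 and from 907 to 1233 genes there, so most of these calls may not come from the kits. With the filter, 14 of 100 splits in A375 and 2 of 100 in Jurkat, the real one included, gave as many genes as were called. The pseudogene ENSG00000230987, on chromosome 1 of GRCh38 from 189989570 to 189993097, had a log2 fold change of 5.12 in A375 (standard error 0.70, adjusted p = 3.34e-07). Its mean was 1.29 ± 1.62 estimated counts (SD, n = 21) with kit #634413 and 15.3 ± 7.43 (SD, n = 21) with kit #634444, and the kit #634444 well with the smallest total, 1230, held 16.5 counts of it. NCALD (ENSG00000104490, chromosome 8, 101686542 to 102124907) and MAFF (ENSG00000185022, chromosome 22, 38200767 to 38216507) followed with log2 fold changes of 4.69 and 3.00. MAFF had a mean of 16.6 ± 28.1 estimated counts (SD, n = 21) with kit #634413 and 29.4 ± 14.1 (SD, n = 21) with kit #634444. The kit #634444 well with the smallest total held 29.8 counts of MAFF. The 3 genes lower with kit #634444 with the smallest adjusted p were SOX13 (-3.39), C1orf35 (-2.84) and ENSG00000254431 (-3.46). With wells of at least 203424 counts, none of these 6 genes passed the threshold. In the fit with all wells, A375 wells with totals from 909 to 2373 had TMM factors from 18.8 to 84.9, and the others from 0.225 to 0.652. With DESeq2 and its poscounts size factors, and with library size alone, 0 genes were lower with kit #634444, so none of those 3 passed there either. In Jurkat, RPL27 (ENSG00000131469, chromosome 17, 42998273 to 43002959) had a log2 fold change of 1.04 (standard error 0.16, adjusted p = 0.000328). The unmatched transcript ENST00000627982 had one of 6.44 (adjusted p = 0.00111), which was not past the threshold with DESeq2 and its poscounts size factors.

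**Figure D3:**
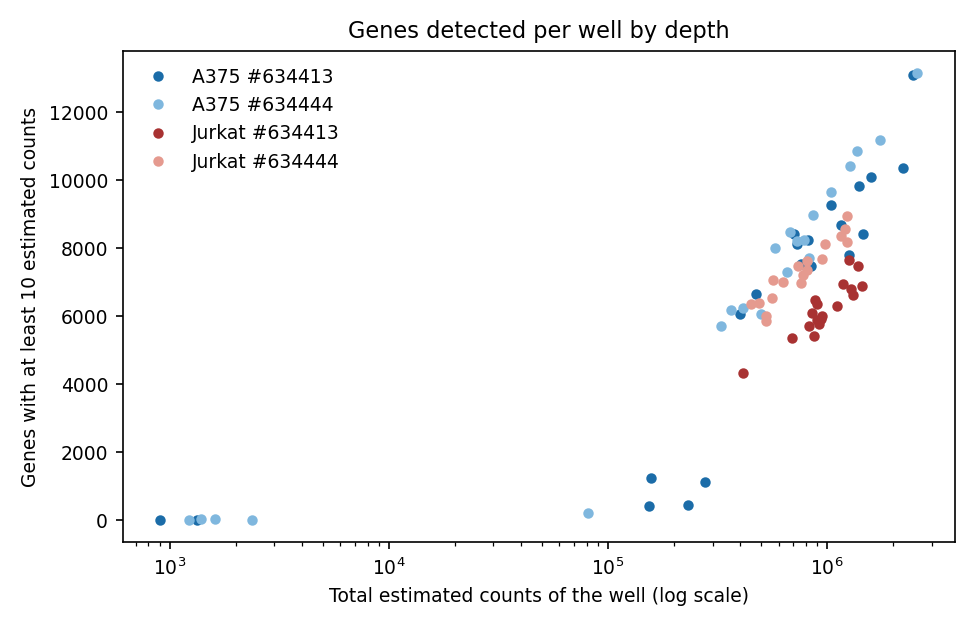
Genes with at least 10 estimated counts per well against the total estimated counts of the well on a log scale, one point per well, for each cell line and reagent kit. Wells with fewer than 203424 counts are all A375 wells.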

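Among A375 wells, the protein coding share ranged from 4.84% to 77.7% with kit #634413 and from 5.99% to 77.4% with kit #634444. The well with 4.84%, which had 231540 estimated counts, had a 95% Wilson confidence interval from 4.76% to 4.93%. Pseudogenes ranged up to 34.3% and 34.1% in A375, for kits #634413 and #634444 in turn. A pseudogene share of 0 was measured in a pair of wells with kit #634413, where the smallest share that the depth can show was 0.225% and 0.33%. Among Jurkat wells, the protein coding share ranged from 68.3% to 76.9% with kit #634413, and from 67.1% to 76.9% with kit #634444. The pseudogene share ranged from 1.88% to 3.60% in Jurkat with kit #634413 and from 2.08% to 3.65% with kit #634444.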

# Supplementary material for: SMARTer single cell total RNA sequencing
**Source:** Nucleic Acids Res. 2019 Jun 19;47(16):e93. doi: 10.1093/nar/gkz535
**Supplement:** gkz535_Supplemental_Files

**Cell lines**

The MYCN shRNA doxycycline inducible cell line SHSY5Y-MYCN-TR is a kind gift of prof. R. Versteeg (Amsterdam, the Netherlands). The neuroblastoma cell line SK-N-BE-2C is a kind gift of prof. John Lunec (Newcastle, United Kingdom). Cells were maintained in RPMI-1640 medium (Life Technologies, 52400-025) supplemented with 10 % fetal bovine serum, 1 % of L-glutamine (Life Technologies, 15140-148) and 1 % penicillin/streptomycin (Life Technologies, 15160-047) (referred to as complete medium) at 37 °C in a 5 % CO_2_ atmosphere. Short tandem repeat (STR) genotyping was used to validate cell line authenticity prior to performing the described experiments and mycoplasma testing was done on a monthly basis.

**Cell cycle synchronization and chemical or genetic perturbation of SK-N-BE-2C and SHSY5Y-MYCN-TR cells**

SHSY5Y-MYCN-TR cells were seeded in a T75 culture flask in complete medium. After 24 hour, cells were refreshed with complete medium with either 1 µg/ml doxycycline (sigma Aldrich, D9891-1G, dissolved in ethanol) or vehicle. SK-N-BE-2C cells were synchronized as described for NGP cells. 24 hour after serum starvation, SK-N-BE-2C cells were treated with either 1 μM of JQ1 (PBS Bioscience, 27402, dissolved in DMSO) or vehicle. Cells were trypsinized 24 hour post treatment and harvested for single cell analysis and bulk RNA isolation.

**Single cell total RNA sequencing of SHSY5Y-MYCN-TR and SK-N-BE-2C cells**

Doxycycline treated SHSY5Y-MYCN-TR cells were stained with 4 µM cell tracker as described for NGP cells. An equal number of stained (doxycycline treated) and non-stained (vehicle treated) cells were mixed and diluted to 300,000 cells per ml. Suspension buffer (Fluidigm, 100-6201) was added to the cells in a 7:3 ratio and 6 µl was loaded on a primed C1 Single-Cell Open App IFC (Fluidigm, 1**00-8134**) designed for medium-sized cells (10-17 µm). Cells were captured and cDNA synthesized as described for the NGP cells with minor modifications. The reagents of the SMARTer Stranded Total RNA-Seq Kit v1 - Pico Input Mammalian (Pico v1, Takara, 635007) were used. The lysis and fragmentation were performed by incubating the cells for 3 minutes at 94 °C and 2 minutes at 10 °C and by using 9 instead of 11 PCR cycles in PCR1. Following the initial cDNA amplification, all cells were pooled in a tube using 4 µl of cDNA per cell. Next steps of the library prep were performed according to manufacturer’s instructions with minor modifications. 500 µl of 80 % ethanol was used to wash the beads. 15 PCR cycles were used for PCR2. Library quality was determined on the Bioanalyzer (Agilent).

JQ1 treated cells were stained with cell tracker as described for NGP cells. An equal number of stained (JQ1 treated) and non-stained (vehicle treated) cells were mixed and diluted to 300,000 cells per ml. Suspension buffer was added to the cells in a 8:2 ratio and 6 µl of this mix was loaded on a primed C1 Single-Cell Open App IFC designed for medium-sized cells (10-17 µm). Cells were captured and cDNA synthesized as described for the SHSY5Y-MYCN-TR cells by using the reagents of the SMARTer Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (Takara, 634413). One microliter of the ERCC spike-in mix (Ambion, 4456740) was diluted in 999 µl loading buffer to get a 1/1000 dilution of the ERCC spikes. One microliter of this dilution was added to the 20 µl lysis mix. Following the initial cDNA amplification, all cells were pooled in a tube using 5 µl of cDNA per cell. Library prep was performed as described for SHSY5Y-MYCN-TR cells.

**Single cell polyA[+] RNA sequencing of treated SHSY5Y-MYCN-TR and SK-N-BE-2C cells**

Doxycycline treated SHSY5Y-MYCN-TR cells were diluted to 300,000 cells per ml. Suspension buffer was added to the cells in a 7:3 ratio and 6 µl of this mix of was loaded on a primed C1 Single-Cell Auto Prep Array for mRNA Seq (Fluidigm, 100-6041) designed for medium-sized cells (10-17 µm) (separate IFC for treated and untreated cells). Single cell polyA[+] RNA-sequencing was performed on the C1 using the SMART-Seq v1 Ultra Low Input RNA Kit for the Fluidigm C1 System (Takara, 634833) according to manufacturer’s instructions. ArrayControl RNA spikes (Ambion, AM1780) were added as described in the manual. The concentration was measured using the quantifluor dsDNA kit (Promega, E2670) and glomax (Promega) according to manufacturer’s instructions. The samples were 1/3 diluted in C1 harvest reagent (Fluidigm). Next, library preparation was performed using the Nextera XT library prep kit (Illumina, FC-131-1096) according to manufacturer’s instructions, followed by quality control on the Bioanalyzer.

JQ1 treated cells were stained with cell tracker as described for NGP cells. An equal number of stained (JQ1 treated) and non-stained (DMSO treated) cells were mixed and diluted to 300,000 cells per ml. Suspension buffer was added to the cells in a 7:2 ratio and 6 µl of this mix of was loaded on a primed C1 Single-Cell Auto Prep Array for mRNA Seq designed for medium-sized cells (10-17 µm). Single cell polyA[+] RNA-sequencing on the C1 was performed using the SMART-Seq v1 Ultra Low Input RNA Kit for the Fluidigm C1 System (Takara) according to manufacturer’s instructions. One microliter of the ERCC spike-in mix was diluted in 999 µl loading buffer to get a 1/1000 dilution of the ERCC spikes. One microliter of this dilution was added to the 20 µl lysis mix. The quality of the cDNA was checked for 11 random single cells on the Bioanalyzer. The concentration was measured using the qubit dsDNA HS kit (Invitrogen) according to manufacturer’s instructions. The samples were 1/4 diluted in C1 harvest reagent. Next, library preparation was performed using the Nextera XT library prep kit according to manufacturer’s instructions, followed by quality control on the Bioanalyzer.

**Library sequencing**

For SHSY5Y-MYCN-TR, the polyA[+] and total RNA libraries were quantified using the KAPA library quantification kit (Roche). 1.5 pM of the total RNA library was paired-end sequenced on a NextSeq 500 (Illumina) with a read length of 36 bp and a total sequencing read depth of 347 million reads.

For the polyA[+] library, 1.2 pM of the library was paired-end sequenced on a NextSeq 500 with a read length of 75 bp and a total sequencing read depth of 250 million reads.

For SK-N-BE-2C, the polyA[+] and total RNA libraries were quantified using the KAPA library quantification kit (Roche) and libraries were diluted to 4 nM. The polyA[+] RNA library and total RNA library were pooled in a 1/2 ratio. 1.3 pM of the pooled library was single-end sequenced on a NextSeq 500 (Illumina) with a read length of 75 bp and a total sequencing read depth of 289 million reads, combining single cell polyA[+] and total RNA libraries to prevent inter-run bias.

###### Sequencing data quality control

The paired-end sequencing output of the SHSY5Y-MYCN-TR cells were trimmed using cutadapt (v.1.16) (1) to remove 3 nucleotides of the 5’ end of read 1. Remark that this changed to read 2 for the NGP version of the protocol. The SK-N-BE-2C libraries were single-end sequenced, so no trimming was needed. For both experiments, the quality of the data was assessed by mapping the reads using STAR (v.2.5.3) (2) on the hg38 genome including the full ribosomal DNA (45S, 5.8S and 5S) and mitochondrial DNA sequences. The parameters of STAR were set to retain only primary mapping reads. Using SAMtools (v.1.6) (3), reads mapping to the different nuclear chromosomes, mitochondrial DNA and rRNA were extracted and annotated as exonic, intronic or intergenic. Genes were quantified by Kallisto (v.0.43.1) (4) using both Ensembl (v.91) (5) extended with the ERCC spike sequences and LNCipedia (v.5.0) (6). The strandedness of the total RNA-seq reads was taken into account by running the –rf-stranded mode.

**Supplemental references**

1. Martin,M. (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal*, **17**, 10.

2. Dobin,A., Davis,C.A., Schlesinger,F., Drenkow,J., Zaleski,C., Jha,S., Batut,P., Chaisson,M. and Gingeras,T.R. (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*, **29**, 15–21.

3. Li,H., Handsaker,B., Wysoker,A., Fennell,T., Ruan,J., Homer,N., Marth,G., Abecasis,G. and Durbin,R. (2009) The Sequence Alignment/Map format and SAMtools. *Bioinformatics*, **25**, 2078–2079.

4. Bray,N.L., Pimentel,H., Melsted,P. and Pachter,L. (2016) Near-optimal probabilistic RNA-seq quantification. *Nat. Biotechnol.*, **34**, 525–527.

5. Zerbino,D.R., Achuthan,P., Akanni,W., Amode,M.R., Barrell,D., Bhai,J., Billis,K., Cummins,C., Gall,A., Girón,C.G., *et al.* (2018) Ensembl 2018. *Nucleic Acids Res.*, **46**, D754–D761.

6. Volders,P.J., Verheggen,K., Menschaert,G., Vandepoele,K., Martens,L., Vandesompele,J. and Mestdagh,P. (2015) An update on LNCipedia: a database for annotated human lncRNA sequences. *Nucleic Acids Res.*, **43**, 4363–4364.

How the deposited data were processed for this re-analysis (not part of the article)

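The series holds total RNA libraries of single A375 and Jurkat cells sorted by FACS, made with 2 reagent kits, with 1 table per well and 78 wells. The authors trimmed the paired-end reads with cutadapt, quantified Ensembl v91 transcripts extended with ERCC spike sequences with Kallisto in its stranded mode, and deposited expected counts (Kallisto's estimated counts), which are not normalized. The authors also deposited TPM, which Kallisto computes from the same counts and the effective length of each target. The targets include an rDNA repeat unit of 42999 bases and no transcript of the mitochondrial chromosome, so the planned mitochondrial shares were not computed.

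Wells were grouped by the cell line and kit that their labels give. Total counts per well ranged from 909 to 2567265. Intervals for shares of single wells are 95% Wilson intervals, and the smallest share the depth can show was taken as 3 counts of the total. Both cover counting error only.

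Genes were named and classed with GENCODE v44 by transcript identifier. Shares, totals and detected genes were compared with two-sided permutation tests of the difference in means with 100000 resamples. Benjamini-Hochberg adjustment covered the 12 kit comparisons and the 12 cell line comparisons of biotypes apart. The kit by cell line interaction of 9 measures was tested with Freedman-Lane permutation. Gene counts were rounded and tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) by glmQLFit and glmQLFTest with TMM normalization, for genes with at least 5 counts in at least 25% of the wells of each fit and an adjusted p threshold of 0.05. The standard error of a log2 fold change was computed from its F statistic. The genes named are, for each comparison between kits and between cell lines, the 3 with the smallest adjusted p in each direction among those past the threshold with a log2 fold change of at least 1 in size. The rule also covers genes that the paper names, as far as the text speaks of them.

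The edgeR procedure was tested on simulated data with 200 changed genes. Counts were negative binomial with the same dispersion for every gene. Changed genes had means above the median and a log2 fold change of 2 in size. The edgeR procedure recovered 145 of them with 6 false calls among 151 at the A375 sample size, and 161 with 5 false calls among 166 at the Jurkat sample size. DESeq2 1.42.0 recovered 161 and 183, with 9 false calls among 170 and 27 among 210. With edgeR, random splits of the real wells between kits gave from 0 to 62 genes in A375 and from 0 to 5 in Jurkat. The false calls of the simulation therefore need not hold for the real wells. Values of wells were compared pairwise, and 0 of 3003 pairs were identical. In a check of the labels with marker genes, T cell markers held more counts than melanoma line markers in 18 of 18 Jurkat wells of each kit. In A375, melanoma line markers held more in 16 and 17 wells, T cell markers in 2 wells with few marker counts, and neither had counts in 3 and 4 wells.

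Alternatives were TPM, medians, wells with at least 203424 counts, other count minimums, wells subsampled to the 10th percentile of totals, DESeq2 with poscounts size factors, library size alone, no filter beyond 1 count in 3 wells, and transcripts in place of genes. They were set before the data were examined. Leaving out the rDNA repeat unit or the nuclear copies of mitochondrial genes, splitting the rRNA share, and testing index blocks in wells with at least 203424 counts, were added after the values had been seen. Sequence identity was computed with BLAST 2.17.0, and its search was made more sensitive after a first run had left most of the copies without an alignment. Permutations and tables were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Reads mapped to introns, intergenic regions and the mitochondrial genome were not analysed here.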

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

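The tests of genes with hardly any counts and of the buffer for the interaction, the tests across genes for wells of kit #634413 and the simulation of carry-over were chosen only after the result was seen, as was the limit of 3 counts per well for genes of the other cell line.

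The difference between kits differed between the cell lines for 161 of 11609 genes (edgeR's quasi-likelihood test of the interaction, adjusted p under 0.05), 35 with a higher and 126 with a lower log2 fold change in A375, and 735 genes had an unadjusted p under 0.05. Other splits of the wells also gave many genes: 2 of 60 splits, the real one included, gave as many, and the 59 random ones gave from 60 to 168 genes with a median of 101. Most of such a count can thus arise without any real grouping. Of the 161 genes, 156 (96.9%) had a mean under 1 count in at least 1 of the 4 groups, against 9.66% of all tested genes. Low counts in 1 group are thus a candidate explanation for much of the count. A large change in 1 group can itself bring its mean near 0, so this comparison cannot tell the explanations apart. With DESeq2 and its poscounts size factors the number was 27. It was 226 with library size alone, 150 with wells of at least 203424 counts and 175 with transcripts in place of genes. Neither cell line was sorted into both buffers (0 cell lines), so the sort buffer cannot be told apart from the cell line. The count is not put down to biology.

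Genes specific to one cell line, chosen in the wells of one kit, had counts in the wells of the other cell line with the other kit, which the paper does not report. The threshold was a median above 3 counts per well, and all 4 sets of 100 genes asked passed it. With 50 genes, the median was 16.5 counts for A375 genes in Jurkat wells of kit #634444, and 2, 3 and 3 counts for the other sets, which are not above that limit. The 100 genes specific to A375 held a median of 0.00635% of the counts (median 43.0 counts) in the 18 Jurkat wells of kit #634444 and 0.000631% (median 5.50 counts) in those of kit #634413. Jurkat specific genes held 0.00197% (median 7.17 counts) in the 21 A375 wells of kit #634444 and 0.00173% (median 13.0 counts) in those of kit #634413. If RNA or reads of the other cell line were the source, the counts of a gene would rise with its counts in that cell line. Across genes, which are not independent replicates, Spearman's rho was 0.0192 and 0.0546 for the A375 genes in Jurkat wells of kits #634444 and #634413, and -0.214 and 0.0153 for the Jurkat genes in A375 wells. None of these reached the 0.3 set for that explanation. Only 28 to 59 genes of a set had a count, so carry-over was simulated by moving each count to a gene drawn in proportion to its mean in the other cell line. Of 1000 simulations, 98.4% and 92.3% for the A375 genes and 99.1% and 95.6% for the Jurkat genes reached 0.3. The simulation did not repeat the choice of genes for low counts in the other cell line with the other kit. With that limit, the tests go against carry-over in proportion to expression as the source of all these counts and leave open that it gave a part of them. No other explanation was tested, and no biological one was tested.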

How the results depend on the processing

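The alternatives with the rDNA repeat unit, rRNA genes outside it and nuclear copies of mitochondrial genes, and that of deeper wells for index blocks, were chosen only after the result was seen. Differences between kits are given as kit #634444 minus kit #634413, differences between cell lines as A375 minus Jurkat, and shares in percentage points. Of the values that answer a comparison, 170 kept their direction and side of the threshold under an alternative, or moved by less than the limit set for them. These include the 4 sets of cell line specific genes with 50 genes in place of 100, since their shares moved by less than the SD between wells. Of these 4, only 1 kept a median above 3 counts, and the share of Jurkat genes in A375 wells of kit #634413 fell from 0.00173% to 0.000260%. The mitochondrial shares and the alternative without mitochondrial genes gave no value, since no mitochondrial transcript is among the targets. For the changes listed here the cause was not tested.

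For genes called between kits, removal of the filter on low counts moved the number from 9 to 1923 in A375 and from 4 to 1462 in Jurkat, and it moved the number between cell lines from 4763 to 13065 and that of the interaction from 161 to 3099. With wells of at least 203424 counts, 1 gene was called in A375. Transcripts in place of genes gave 5 in A375 and 33 in Jurkat. DESeq2 with poscounts size factors gave 18 in Jurkat, 6 higher and 12 lower with kit #634444 where the 4 were all higher. It gave 27 for the interaction. Between cell lines the larger direction also changed, from 2074 higher and 2689 lower in A375 to 2812 higher and 2173 lower with wells of at least 203424 counts and 8549 higher and 4516 lower without the filter. For lncRNA against protein coding genes in A375 with kit #634444, a minimum of 10 counts moved the difference in the share of wells from -4.76 to 0 at 1 to 5 CPM and from -21.4 to -54.8 at 50 to 100 CPM, while with wells of at least 203424 counts the last difference was 0.

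With TPM, the kit difference in A375 reversed for other biotypes (-7.96) and unmatched transcripts (-0.280), the kit difference in Jurkat reversed for nuclear rRNA (0.116) and pseudogenes (0.0423) and passed the threshold for protein coding genes (-2.68). Between cell lines, TPM reversed other biotypes with kit #634413 (0.103), lost the threshold for protein coding genes with both kits (-7.98 and -0.985) and for miscRNA with kit #634413 (-1.16), and passed it for other biotypes with kit #634444 (-8.04).

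With medians, the A375 kit difference reversed for detected genes (-88), protein coding genes (-0.848) and pseudogenes (0.561), and the Jurkat one for pseudogenes (0.0625). Between cell lines, medians lost the threshold for miscRNA with kit #634413 (-0.336) and protein coding genes with kit #634444 (-2.93), and passed it for other biotypes with kit #634444 (-0.479).

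With wells of at least 203424 counts, the A375 kit difference passed the threshold for miscRNA (0.778) and reversed for histone genes (0.00816). Between cell lines, it lost the threshold for protein coding genes with both kits (-8.39 and -2.76) and for miscRNA with kit #634413 (-0.233), and reversed miscRNA with kit #634444 (0.126). Genes with at least 10 counts in the well reversed other biotypes in A375 (-0.107) and passed the threshold for other biotypes between cell lines with kit #634444 (-0.674). On the log2 scale, the interaction reversed for total counts (-0.494) and pseudogenes (0.744). With wells subsampled to one total, the Jurkat difference in detected genes fell from 1098 to 10.7 and lost the threshold.

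Without the rDNA repeat unit, the A375 kit difference reversed for lncRNA (-0.333), other biotypes (-0.269) and unmatched transcripts (-0.216), and the Jurkat one lost the threshold for miscRNA (0.457). Between cell lines with kit #634413, it lost the threshold for miscRNA (-0.324), pseudogenes (10.1) and unmatched transcripts (-0.729) and reversed other biotypes (0.0668), and with kit #634444 it lost the threshold for unmatched transcripts (-1.09). Counting rRNA genes outside the repeat unit alone reversed the rRNA kit difference in A375 (0.0179) and Jurkat (0.0110). Without nuclear copies of mitochondrial genes, the pseudogene difference reversed between kits in A375 (0.833, past the threshold) and between cell lines with kit #634413 (-0.0334). It passed the threshold between kits in Jurkat (-0.0793). In A375 wells of at least 203424 counts, that share was 0.699% ± 0.157 with kit #634413 and 0.820% ± 0.159 with kit #634444. A375 wells of kit #634444 with totals of 1230, 1395, 1613 and 2373 held 3.52%, 5.09%, 3.31% and 4.43%.

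Among genes named one by one and other single values, 13 lost the threshold under an alternative, 1 reversed and 52 were the same. Of the 13, 6 came from wells with at least 203424 counts, 4 from DESeq2 with poscounts size factors and 3 from library size alone. Totals of A375 wells are as low as 909 counts. Leaving out wells under 203424 counts cut the genes called between kits in A375 from 9 to 1, though fewer wells alone can also lower that number. In the fit with all A375 wells, those with totals from 909 to 2373 had TMM factors from 18.8 to 84.9. The other A375 wells had factors from 0.225 to 0.652.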

Differences from the paper's values

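The nuclear rRNA share of A375 with kit #634413 was 24.8% against the paper's 1.46%, and with kit #634444 it was 17.2% against the paper's 0.66%. This share counts the whole rDNA repeat unit, and whether all counts on the unit are of rRNA cannot be told. In Jurkat it was 14.5% against the paper's 1.17% with kit #634413 and 13.8% against the paper's 0.94% with kit #634444. The paper gives 95% confidence intervals for these values, neither SD nor SEM. None of the alternatives set before the data were examined, that is TPM, wells with at least 203424 counts and medians, closed any of these 4 gaps. Counting annotated rRNA genes outside the rDNA repeat unit alone, a setting chosen after seeing the values, gave 0.819% for A375 with kit #634444 and 1.18% and 1.19% for Jurkat with kits #634413 and #634444, which closed those gaps by the ratio of 1.5 used here. For A375 with kit #634413 the same setting gave 0.801% against the paper's 1.46%, a ratio above 1.5. By the paper's confidence intervals it is otherwise, since 1.19% lies above the interval of Jurkat with kit #634444 (0.80 to 1.09) and 0.801% lies inside that of A375 with kit #634413, whose lower end is 0.77.

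The estimated counts of all wells summed to 65.41 M against the paper's 41 M reads, and no alternative applies to this sum.

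In A375, the pseudogene share was 7.74% with kit #634413 against about 15% in Fig. 8C, read by eye, and 6.29% with kit #634444 against about 9.5% in Fig. 8C, read by eye. The bases differ, since Fig. 8C gives a percentage of exonic reads and the shares here are of all estimated counts, the rDNA repeat unit included. The SD in A375 was wide, 9.62 with kit #634413 and 6.61 with kit #634444. Where all wells entered, a ratio above 1.5 was therefore taken as a difference by itself. With kit #634413, wells with totals of 231540, 278553, 153648 and 156660 held 34.3%, 27.5%, 25.7% and 16.6%, while those with 909 and 1331 counts held 0. With kit #634444, the largest share, 34.1%, was in a well with 80958 counts. Of the alternatives set before the data were examined, TPM closed both gaps with 10.3% and 9.98%. In the same groups it opened others to Fig. 8C, read by eye. Protein coding genes were at 32.4% and 36.7% against about 70% and 76%. Other biotypes were at 32.2% and 24.2% and miscRNA at 8.18% and 10.7%, each against about 2%. For lncRNA, TPM opened a gap with kit #634413 (5.93% against about 9%) but not with kit #634444 (7.99% against about 8%). Wells with at least 203424 counts gave 7.07% with kit #634413, which is farther from the paper's value than 7.74% and is not counted as a difference only because the SD of those wells, 9.09, was used there, and they did not close the gap of kit #634444 (5.04%). Medians and genes with at least 10 counts in the well closed neither. Leaving the rDNA repeat unit out of the total, which was chosen after seeing the values, closed both with 13.6% and 8.68%.

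The share of other biotypes in Jurkat was 2.18% with kit #634413 against about 1% in Fig. 8C, read by eye, and none of the alternatives set before the data were examined closed the gap. With kit #634444 it was 2.27% against about 1.5% in Fig. 8C, read by eye. Of the alternatives set before the data were examined, medians gave 2.18% and genes with at least 10 counts in the well gave 2.24%. Both closed this gap, while TPM and wells with at least 203424 counts did not. Leaving the rDNA repeat unit out of the total, chosen after seeing the values, gave 2.52% with kit #634413 and 2.60% with kit #634444. Both lie farther from the paper's values. For other biotypes, too, the base is exonic reads in Fig. 8C and all estimated counts here.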

Other observations

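The tests of the depth difference, of the amount per well, of the calls without the filter, of library pools for rRNA genes and of partitions into blocks were chosen only after the result was seen.

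In A375, 14 of 100 splits of the wells, the real one included, gave as many genes between kits as the 9 called. In Jurkat, 2 of 100 splits gave as many as the 4 called. Between cell lines, 1 of 60 splits gave as many as the 4763 called, which is the real one. Without the filter on low counts, the real split gave the largest number in both cell lines, 1 of 40 splits each. The 39 random splits still gave from 1299 to 1831 genes in A375, where the real one gave 1923, and from 907 to 1233 in Jurkat, where it gave 1462, so most of these calls may not come from the kits.

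The library pools are not named, and blocks of 8 index numbers were taken in their place. In A375, the numbers of genes between 1 block and the others were 3, 47 and 3 with kit #634413 and 19, 23 and 4 with kit #634444, against 9 between kits. Random partitions of the same wells into blocks gave numbers of this size: 3 of 40 splits into blocks, the index blocks included, gave as many as 47 with kit #634413, and 16 of 40 splits gave as many as 23 with kit #634444. These numbers are therefore no evidence for an effect of pools. In Jurkat no block gave any gene (0), and 230 to 335 genes had an unadjusted p under 0.05. Each block lies within a single kit and cell line, so no block holds wells of both kits. The kit comparisons took wells as the unit and were not set against the spread between the blocks of each kit. The share of rRNA genes outside the repeat unit differed between blocks in Jurkat wells of kit #634444 (permutation test, p = 0.0005, adjusted p = 0.00800 over 16 tests), with block means of 1.08%, 1.07% and 1.42% over 6 wells each. In A375 wells of that kit the adjusted p was 0.543, where near-empty wells add to the variance within blocks. With wells of at least 203424 counts, an alternative chosen after seeing the values, it was 0.102 over 16 tests (p = 0.0128) with kit #634444 and 0.343 with kit #634413. In those wells of kit #634444, the shares of 1 block lay from 0.361% to 0.593% (n = 6), below all wells of the other blocks, which lay from 0.885% to 1.61% and from 0.763% to 2.33% (n = 5 each). A difference between blocks in A375 is therefore left open.

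Log2 fold changes between kits had little relation to gene length (Spearman's rho across genes 0.0344 in A375 and -0.0314 in Jurkat) or GC content (-0.110 and -0.106), below the 0.3 set for either explanation. Whether kit differences depend on the sort buffer cannot be told, since 0 cell lines were sorted into both buffers.

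More genes were detected in Jurkat with kit #634444. A larger depth of that kit cannot be the source, since its wells had the smaller totals (mean 799566 against 1005480 counts). With every well subsampled to one total the difference was 10.7 genes, a value that cannot tell what the source is.

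In A375 wells of kit #634444, the pseudogene ENSG00000230987 had from 5 to 33.6 counts and MAFF from 6.46 to 57.9. In the well with the smallest total, 1230, the count was 114% of the group median for ENSG00000230987 and 111% for MAFF, while RPL27 had 0 counts there. Of 3 other wells with RPL27 at 0 counts, those with totals of 1395 and 1613 held 17 counts each of ENSG00000230987 and 20.0 and 32.5 of MAFF, and that with a total of 2373 held 5 and 6.46. The well with the largest total, 2567265, held 14 and 56.1. In Jurkat, ENSG00000230987 had a count in 18 of 18 wells of kit #634444 (mean 12.5) and in 6 wells of kit #634413 (mean 1.04), and the means of MAFF were 21.9 and 4.27. Part of these counts may thus come from an amount that does not follow the RNA of the well, on the evidence of few near-empty wells. No biological explanation was tested.

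Nuclear copies of mitochondrial genes may hold reads of mitochondrial transcripts, which are not among the targets. The 5 copies with at least 98% identity to a mitochondrial transcript, of 404, held 56.6% of the counts on copies, and the 8 largest held 89.8%.

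The number of genes differing between cell lines was 4763 of 11609, 2074 higher and 2689 lower in A375, a balance that changed direction with wells of at least 203424 counts (2812 higher and 2173 lower) and without the filter on low counts (8549 higher and 4516 lower). CSPG4 had a log2 fold change of 11.18, S100A6 11.66 and DUSP4 10.68, and LCP1 had -12.36, MYO7B -12.35 and ATP2A3 -10.21. Buffer and cell line cannot be told apart here.

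The median share of wells with a count was compared between lncRNA and protein coding genes in 4 bins of mean CPM. At 10 to 50 CPM, it was lower for lncRNA in each of the 4 groups, with 57.1% and 66.7% for A375 with kit #634413, 61.9% and 71.4% with kit #634444, 50% and 61.1% for Jurkat with kit #634413, and 66.7% and 77.8% with kit #634444. The lncRNA genes of that bin also had the lower median CPM, 16.1 against 25.4 in Jurkat with kit #634413, so abundance is not matched within it. In none of the other bins was it lower in all 4 groups. For kits #634413 and #634444 in turn, the differences, lncRNA minus protein coding, were 4.76 and -21.4 percentage points in A375 (5.88 and 0 with wells of at least 203424 counts) and 0 and -5.56 in Jurkat at 50 to 100 CPM, -4.76 and -4.76 in A375 and -5.56 and 0 in Jurkat at 5 to 10 CPM, and -4.76 and -4.76 in A375 and 0 and 0 in Jurkat at 1 to 5 CPM. In place of medians, the mean difference per well was negative in all 4 groups at 1 to 5 and at 5 to 10 CPM. For kits #634413 and #634444 in turn, it was -2.97 and -2.48 in A375 and -2.79 and -2.15 in Jurkat at 1 to 5 CPM. At 5 to 10 CPM it was -4.17 and -1.46 in A375 and -4.23 and -1.73 in Jurkat. Each of these was smaller than its SD between wells, which describes single wells and is no test of the mean difference. No such test was run. At 50 to 100 CPM the sign differed between groups. The paper describes a lower share for lncRNA in another cell line.

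Histone genes held 0.119% ± 0.158 and 0.118% ± 0.138 of the counts in A375 (SD, n = 21) and 1.01% ± 1.15 and 1.37% ± 1.57 in Jurkat (SD, n = 18), with kits #634413 and #634444 in turn.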
